# The Bro1-like domain-containing protein, AtBro1, modulates growth and abiotic stress responses in Arabidopsis

**DOI:** 10.3389/fpls.2023.1157435

**Published:** 2023-05-12

**Authors:** Syed Muhammad Muntazir Mehdi, Michal Wojciech Szczesniak, Agnieszka Ludwików

**Keywords:** Bro1 like-domain, ABA, abiotic stress, seed germination, *Arabidopsis thaliana*

## Abstract

Abscisic acid (ABA) affects plant physiology by altering gene expression, enabling plants to adapt to a wide range of environments. Plants have evolved protective mechanisms to allow seed germination in harsh conditions. Here, we explore a subset of these mechanisms involving the *AtBro1* gene, which encodes one of a small family of poorly characterised Bro1-like domain-containing proteins, in *Arabidopsis thaliana* plants subjected to multiple abiotic stresses. *AtBro1* transcripts were upregulated by salt, ABA and mannitol stress, while *AtBro1*-overexpression lines demonstrated robust tolerance to drought and salt stress. Furthermore, we found that ABA elicits stress-resistance responses in loss-of-function *bro1-1* mutant plants and AtBro1 regulates drought resistance in Arabidopsis. When the *AtBro1* promoter was fused to the β-glucuronidase (GUS) gene and introduced into plants, GUS was expressed mainly in rosette leaves and floral clusters, especially in anthers. Using a construct expressing an AtBro1-GFP fusion protein, AtBro1 was found to be localized in the plasma membrane in Arabidopsis protoplasts. A broad RNA-sequencing analysis revealed specific quantitative differences in the early transcriptional responses to ABA treatment between wild-type and loss-of-function *bro1-1* mutant plants, suggesting that ABA stimulates stress-resistance responses *via* AtBro1. Additionally, transcripts levels of *MOP9.5, MRD1, HEI10*, and *MIOX4* were altered in *bro1-1* plants exposed to different stress conditions. Collectively, our results show that AtBro1 plays a significant role in the regulation of the plant transcriptional response to ABA and the induction of resistance responses to abiotic stress.

## Introduction

Crop growth and productivity are markedly affected by multiple environmental factors such as climate change, salt accumulation, temperature extremes and drought. Over the past few decades, extensive research has been conducted on the molecular and physiological responses to abiotic stress in plants (Dubois and Inzé, 2020). Such research is crucial, particularly in light of the severe challenge represented by climate change to the development of sustainable agriculture at a time of significant population growth (Ramírez et al., 2009; Ahuja et al., 2010). Drought, which directly affects crop growth and productivity, is the one of the most antagonistic abiotic stresses (Le and McQueen-Mason, 2006; Zhu, 2016). High salinity also affects large areas of cultivated land and can be extremely damaging to crop plants: Na^+^, Ca^2+^ and Cl^–^ ions enter cells during salt stress, causing both ionic and osmotic stress in plants (Hu and Schmidhalter, 2005; Munns and Gilliham, 2015; Yang et al., 2015).

Phytohormones are induced by abiotic stress conditions such as drought. Molecular and cellular responses to stress involve plant hormones such as ABA, which activates signalling pathways, resulting in the expression of stress-related genes (Lee and Luan, 2012; Kuromori et al., 2018; Yoshida and Fernie, 2018) and the initiation of diverse physiological processes (Giraudat et al., 1994; Finkelstein et al., 2002; Yoshida et al., 2014; Harris, 2015; Sah et al., 2016; Vishwakarma et al., 2017). The core ABA signaling pathway is also vital for the regulation of plant growth and development In Arabidopsis, ABA receptors and three core components have been described. These include PYR/PYL/RCAR protein family members of the type 2C protein serine/threonine phosphatase (PP2C group A) and class III SNF-1-related protein kinase 2 (SnRK2) families (Mustilli et al., 2002; Yoshida et al., 2006; Fujii et al., 2007; Umezawa et al., 2009; Vlad et al., 2009; Lim et al., 2022). Plant growth under ideal conditions is promoted by SnRK2 kinases in the absence of ABA (Hasan et al., 2022). In Arabidopsis, the PP2Cs Abscisic Acid Insensitive 1 (ABI1) and Abscisic Acid Insensitive 2 (ABI2) are negative regulators of the ABA signaling pathway (Gosti et al., 1999; Merlot et al., 2001). Abiotic stress induces ABA biosynthesis-related genes such as *ABA1, ABA2, NCED3* and *AAO3* (Iuchi et al., 2001; Wan and Li, 2006), and in stomata the expression of *NCED3* is increased by ABA (Bauer et al., 2013; Leng et al., 2014).

Bro1 is a protein domain in which the N-terminal half adopts a boomerang or banana shape (Kim et al., 2005) and has been shown to have various functions. For example, in yeast (Odorizzi et al., 2003), the viability of *bro1* cells is reduced during nutrient starvation, resulting in defective regulation of cell proliferation (Nickas and Yaffe, 1996). Doa4, a ubiquitin thiolesterase that regulates membrane scission in endosomes, requires Bro1 for its recruitment to endosomal membranes (Luhtala and Odorizzi, 2004; Buysse et al., 2022). In anaerobic parasitic amoebozoans, multivascular body (MVB) formation during phagocytosis has been reported to be mediated by EhADH112, a Bro1 domain protein, on the cell surface and in endosomal compartments (Bañuelos et al., 2012; Pashkova et al., 2013). There are five Bro1-like domain-containing proteins in Arabidopsis, i.e. AT1G73390, BRAF, AT1G17940, ALIX and AT1G13310 (Kalinowska et al., 2015). The BRAF protein has been reported to regulate FYVE domain protein required for endosomal sorting 1 (FREE1) as well as MVB/prevacular compartment (PVC) function and degradation of membrane proteins (Shen et al., 2016).The apoptosis-linked gene-2 interacting protein X (ALIX/AtBro1) interacts with AMSH3 deubiquitinating enzyme and plays a role in its regulation (Kalinowska et al., 2015). Plants with mutations in *ALIX1* show a decrease in ABA hypersensitive responses and have compromised PYR/PYL/RCAR activity, leading to instability of the ABA receptor (García-León et al., 2019). ALIX protein is also implicated in vacuolar biogenesis where it participates in ESCRT-III complexes and affects vacuole morphogenesis (Cardona-López et al., 2015).

In our study, we investigated the molecular processes of the AT1G73390, which we have named as AtBro1 protein and we have shown response of AtBro1 in the presence of salt, mannitol and drought stress. ABA affected the levels of transcripts and localized in the plasma membrane. The loss-of-function mutant has shown less resistance to salt stress which affected seed germination and fresh weight than the WT Col-0 or overexpression lines. Therefore indicating that Arabidopsis AtBro1 prtein might be playing an essential role in regulating abiotic tolerance. Transcriptomic data analyses shows that AtBro1 regulates the expression of ABA-responsive genes negatively in the mutant of AtBro1. Overall, our study results demonstrate a novel function of AtBro1 in the transcriptional analysis and regulation of abiotic stresses.

## Materials and methods

### Plant materials and growth conditions

Surface-sterilized *A. thaliana* ecotype Columbia (Col-0) seeds were germinated on Murashige & Skoog medium (½ MS) containing 1% sucrose. After two-days stratification (4°C), the seeds on petri plates were transferred to a growth chamber and grown under conditions described previously (Ludwików et al., 2009). Ten-days-old seedlings were transferred to soil and grown at 22°C under long-day (LD) conditions (16 h light/8 h dark cycle). The *bro1-1* mutant (SALK_204462C), which has a T-DNA insertion between the sixth and seventh exons of *AtBro1* (At1G73390), was obtained from the Salk Institute Genomic Analysis Laboratory (SIGnAL) Collection at the Salk Institute (USA) (Alonso et al., 2003).

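In the TAIR10.1 annotation, AtBro1 (AT1G73390) lies on the minus strand of chromosome 1 from 27590810 to 27595752, and its 7 transcript models have 11 to 13 exons. In the model with 11 exons, intron 6 runs from 27592499 to 27592689 and is 191 bases long. Read on the minus strand, this intron opens with GTAGAATCACTTTCAATGTTTGGGATATAT and closes with TCTATTTAAGTTATAAATTTTCTAATTTAG. Of the SALK genotyping primers in Table S1, LP matches the genome from 27591804 to 27591827, within an exon, and RP matches from 27593031 to 27593054, within intron 4, which runs from 27592954 to 27593349. The outer ends of LP and RP enclose 1251 bases of the reference, intron 6 included. The position of the T-DNA inside intron 6 was not analysed here.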

### Constructs and generation of transgenic plants

To generate an AtBro1-overexpressing construct, we used the *pENTR™/SD/D-TOPO* ^®^ vector. *Pfu* polymerase was used to amplify the entire open reading frame of AtBro1, which was cloned into the *pENTR* vector and was then sequenced as previously (Mitula et al., 2015b). The resultant clone was digested with *Mlu*I, and the cDNA-containing restriction fragments were recombined with the pEarleyGate 103 (Earley et al., 2006) vector using the Gateway^®^ LR Clonase^®^ II Enzyme Mix (Invitrogen), which resulted in the 35S:AtBro1-GFP construct, where the CaMV35S promoter provides constitutive expression in plant cells. The resulting AtBro1/pEarleyGate103 construct was verified by restriction mapping and DNA sequencing and the plasmid was transformed *via Agrobacterium tumefaciens* strain GV3101 into wild-type (WT) plants using the floral-dip method as described (Clough and Bent, 1998). The complementation lines 1 and 2 (Comp-1 and -2) were generated after crossing the *bro1-1* mutant with plants expressing 35S::AtBro1-GFP, resulting in constitutive expression of AtBro1. BASTA^®^ was used to select transgenic plants and the presence or absence of the transgene was inferred from their BASTA resistance or sensitivity. T3 transgenic plants were obtained for functional analysis. All primers used here are listed in **Supporting Information Table S1**.

### Subcellular localization of AtBro1 protein

The subcellular localization of AtBro1 protein in Arabidopsis protoplasts was determined as follows. Full-length coding sequences were cloned into pEarlyGate103, resulting in the 35S::AtBro1-eGFP construct, as detailed above. Leaf mesophyll protoplasts were isolated from three-week-old WT *A. thaliana* plants and transformed as described (Mitula et al., 2015a). A CBP20-RFP construct was simultaneously introduced and used as a transformation control, as well as a nuclear marker (Marczak et al., 2020). The lipophilic dye FM4-64, which incorporates into the outer leaflet of the plasma membrane where it emits an intense fluorescence between 580 nm and 650 nm, was also used: protoplasts were stained with a final concentration of 0.5% (*v/v*) of FM4-64 stock solution (1 μg/μl). After an incubation period of 10-15 min at room temperature, FM4-64 had spread to all areas of the plasma membrane in protoplasts (Blachutzik et al., 2012). Protoplasts transformed with the GFP and mRFP constructs were analyzed using a Nikon A1R confocal microscope as described (Marczak et al., 2020).

### Analyses of the AtBro1 T-DNA insertion line and overexpression lines

The *bro1-1* mutant line with a T-DNA insertion was isolated from SALK insertion lines (SALK_204462C). PCR amplification with primers LP, RP and LBp1.3 (**Figure 1B**) was used to check the T-DNA insertion and subsequently to confirm the homozygous line. Primers were designed according to the SIGnAL website (http://signal.salk.edu/tdnaprimers.2.html). The semi-quantitative and qPCR analyses of the T-DNA insertion line and overexpression transgenic lines (OX) with or without 100 μM ABA (**Supporting Information Figure S1** and **Figures 1C, D** right) were performed as reported (Ludwików et al., 2009).

**Figure 1:**
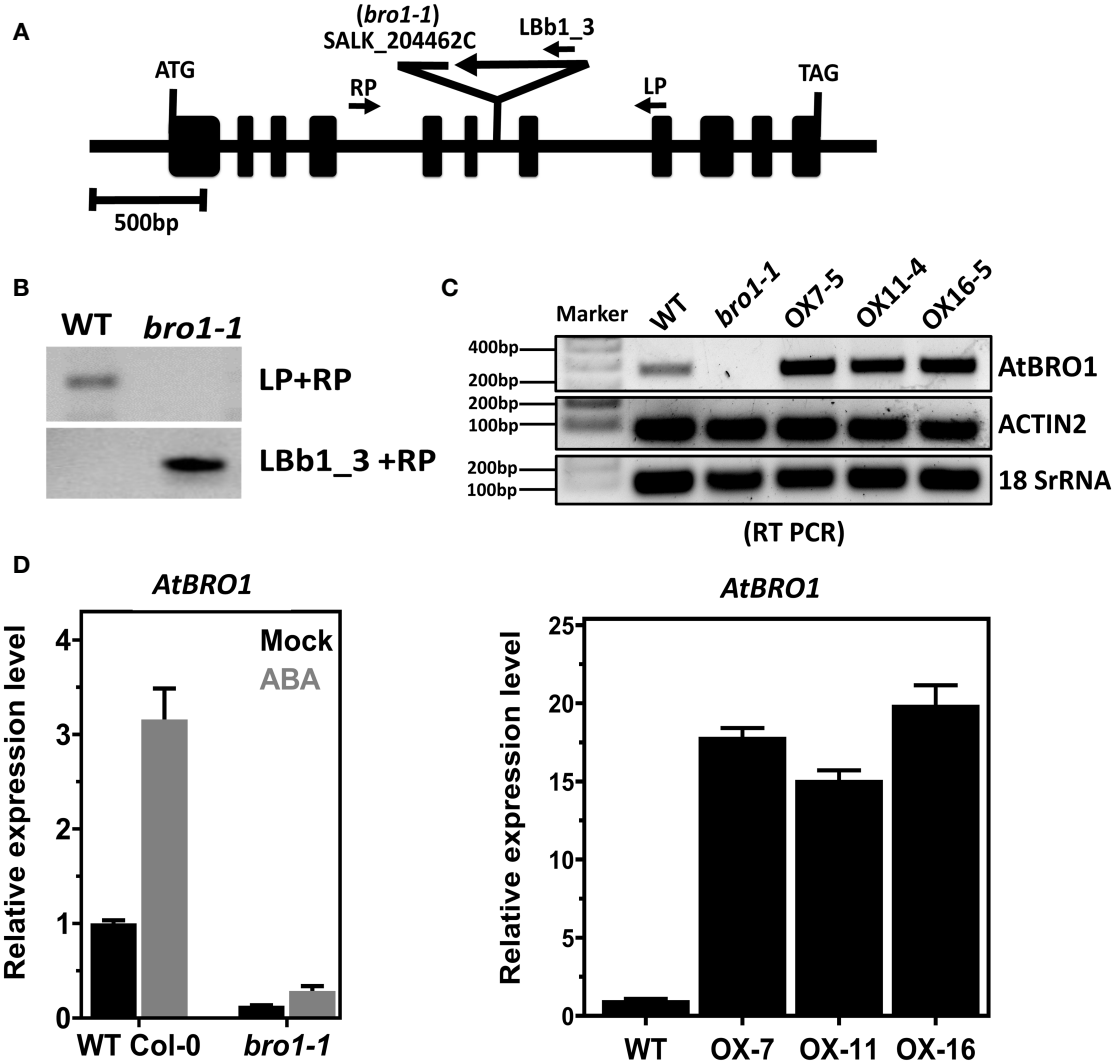
Identification of *bro1-1* mutant and overexpression transgenic lines. **(A)** Schematic diagram of the Arabidopsis AtBro1 gene with T-DNA insertion site. The exons are indicated by black boxes and the introns by black lines; the genotyping PCR primers are shown as arrows, in addition to denoting the T-DNA location. **(B)** Genomic PCR analyses using LBb1.3 and RP primers verified homozygosity of the T-DNA alleles along with insertion in the *bro1-1* mutant. **(C)** Semi-quantitative RT-PCR analysis of *AtBro1* transcripts in WT Col-0, *bro1-1* mutant and three independent transgenic OX lines of *AtBro1* (OX7-5, OX11-4 and OX16-5). *Actin2* and *18SrRNA* were used as internal controls. RT reactions were performed using primers specific for the *AtBro1* gene and amplified fragments were run on 1% agarose gels. **(D)** Quantitative RT-PCR (qRT-PCR) of *AtBro1* transcripts in two-week-old seedlings of WT Col-0 and the *bro1-1* mutant treated with or without (Mock) 100 μM ABA for 4 h, together with three independent transgenic *AtBro1*-OX lines (OX7-5, OX11-4 and OX16-5); the *actin2* gene served as an internal control.

### Analysis of stress treatments and seed germination assays

Various abiotic stresses were applied to Arabidopsis plants as described (Tarte et al., 2015; Xing et al., 2020) with a few modifications. For stress treatments of WT prior to quantitative RT-PCR, 10-days-old seedlings grown on MS plates were treated with 300 mM NaCl and samples were taken at 0, 1, 2, 4 and 8 h. For the mannitol treatment, the 10-days-old WT seedlings were treated with 300 mM mannitol and sampled at 0, 2, 4, 8, and 12 h. For the ABA treatment, the 10-days-old WT seedlings were treated with 100 μM ABA for 0, 1, 2, 4 and 8 h. For the ABA treatment of WT, *bro1-1* mutant and OX lines prior to quantitative RT-PCR analysis, 50 μM ABA was used for 0 and 4 h on two-week-old seedlings grown on MS plates.

For the analysis of the salt-stress response, WT and *bro1-1* mutant seedlings were grown for four days on MS plates and then were transferred to MS plates with 0, 120, 130 and 140 mM NaCl added. For WT and AtBro1-OX transgenic plants, four-days-old seedlings grown on MS plates were transferred to MS plates with 0, 140, 150 and 160 mM NaCl. The fresh weight of seedlings was measured after seven days of salt treatment.

Seeds were horizontally germinated for the seed germination assay on MS medium with or without 150 mM NaCl, 250 and 300 mM mannitol, and 0.5 and 1 µM ABA for 7 or 8 days, when germination (emergence of radicles) and post-germination growth (green cotyledon appearance) were assessed.

### Drought stress and electrolyte leakage

Seedlings of WT, *bro1-1* and OX lines were grown on soil for three weeks with sufficient watering for the drought tolerance test. The plants were then exposed to drought by withholding irrigation; well-watered plants were used as controls. The same conditions were used for all pot trays, which were placed in a growth chamber; the position of each tray was randomly changed routinely to exclude any position effect during the drought stress experiment. The leaves of all plants tested began to wilt after withholding irrigation and when almost all plants of at least one genotype shown wilting such as *bro1-1* mutant line plants had shown wilting then we started to irrigate the plants again and allowed to grow for three more days. Photographs were taken after withholding water or re-watering and survival was calculated. Three independent experiments were carried out.

After drought stress, the detached leaves were incubated in deionized water for two hours and the conductivities (C1) of the solutions were measured as described (Liu et al., 2017) with a few modifications. The conductivity was determined using a conductivity meter (SevenMulti, Mettler Toledo, Warsaw, Poland). The leaves were then boiled for 15 min in the same deionized water. Then the solutions were allowed to cool and the conductivity (C2) of the resulting solutions was determined. The electrolyte leakage was calculated using the following formula: EL (%) = (C1/C2) X 100%.

### Construction of the *AtBro1* promoter–GUS vector for analysis of promoter activity

To identify *cis*-regulatory elements, the nucleotide sequence of 1.5 kbp upstream from the start codon (ATG) of the *AtBro1* gene was obtained from the Arabidopsis Information Resource website (https://www.arabidopsis.org/index.jsp) and queried against PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) (Lescot et al., 2002) (**Figure 2C**).

**Figure 2:**
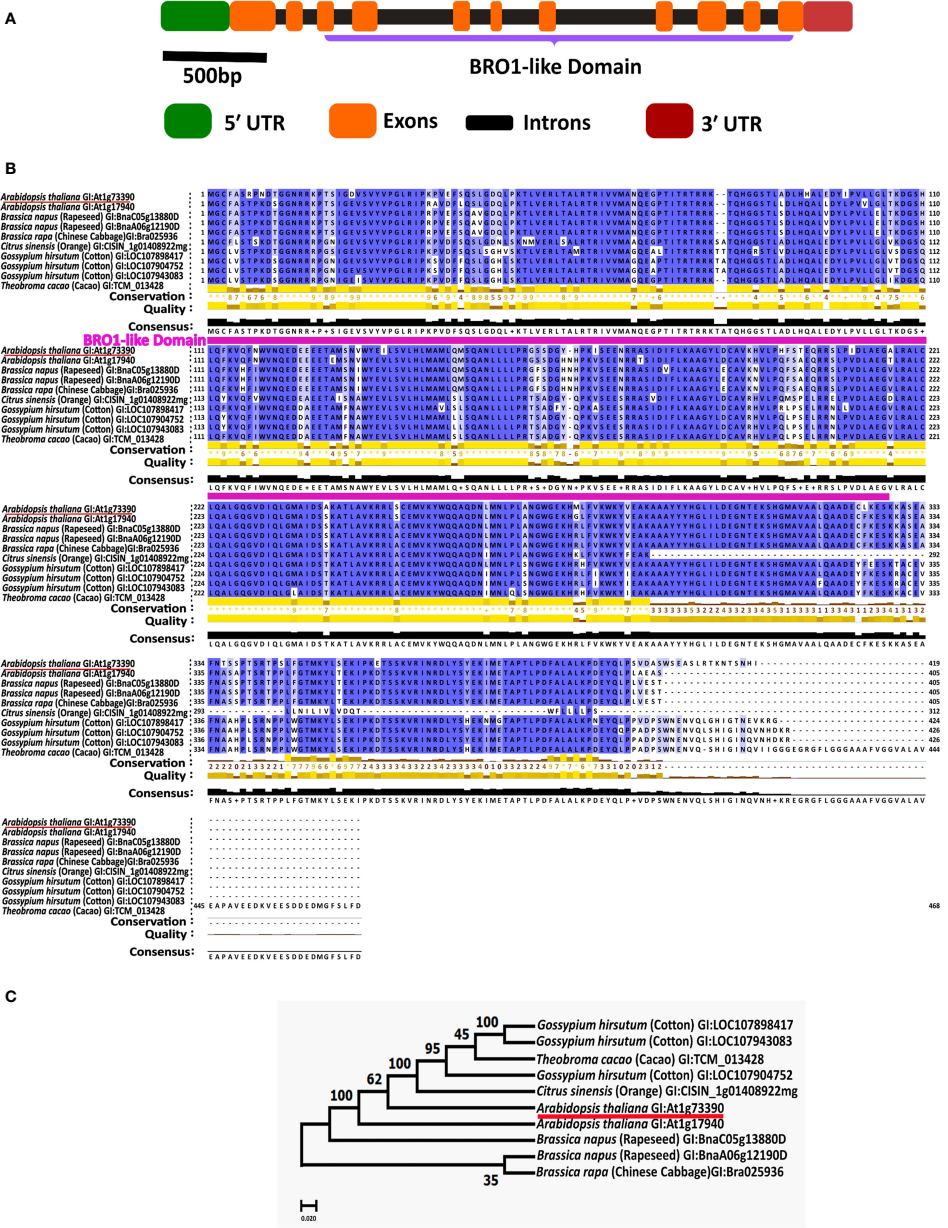
Protein domains of AT1G73390 gene and conservation of Bro1-like domain in a paralog and orthologs. **(A)** The exon-intron structure of the AT1G73390 gene showing the extent of its Bro1-like domain along with the untranslated regions. **(B)** Multiple sequence alignment was performed using CLUSTALW and conserved residues were identified using JalView 2.11.2.3 software. The conserved Bro1-like domain region is annotated. **(C)** Phylogenetic tree generated with the full-length ORFs in MEGA 10.2.2 software. The number at each node indicates the bootstrapped value for 1000 replicates. In B and C, the GI (Gene ID) numbers for each protein are shown.

To generate the *AtBro1* promoter-GUS fusion construct, the 1512-bp promoter region of the *AtBro1* gene was PCR amplified using the prom_AtBro1_GUS-F and prom_AtBro1_GUS-R primers (**Supporting Information Table S1**) and then cloned into the pMDC163 vector using the restriction enzymes *NcoI* and *XbaI* (Yang et al., 2015). The promoter sequence was verified by sequencing. The *A. tumefaciens* strain GV3101 carrying the pMDC163-proAtBro1::GUS construct was used to transform WT Col-0 plants using the floral-dip method (Clough and Bent, 1998). T3 homozygous lines of promAtBro1::GUS were used to assess promoter activity. Three representative lines showing the same expression pattern under all tested conditions were used for further detailed characterisation.

### Histochemical localization of GUS expression

T3 homozygous lines were grown on MS media for the aforementioned number of days. For histochemical analysis of GUS expression, two-week-old Arabidopsis seedlings were treated with or without 50 μM ABA for two hours. Tissue samples were submerged in a staining buffer [0.1% Triton X-100, 100 mM sodium phosphate, pH 7.0, 0.5 mM K_4_Fe(CN)_6_, 10 mM EDTA, 0.5 mM K_3_Fe(CN)_6_, 1 mM X-gluc], and incubated overnight at 37°C as mentioned previously (Mitula et al., 2015b). After the GUS reaction, plant samples were kept in 80% ethanol. A Zeiss Stereo Lumar V12 microscope was used to observe the GUS staining patterns in seedlings.

### RNA sequencing and data processing

Total RNA samples were extracted from two-week-old WT and *bro1-1* mutant seedlings with or without 100 μM ABA treatment for 2 and 4 h using an RNAeasy kit (Qiagen) according to the manufacturer’s instructions. A Bioanalyzer 2100 (Agilent, California, USA) was used to evaluate the total RNA integrity (RIN ≥ 7.5) and an RNA-sequencing library was constructed from this RNA and sequenced by the Macrogen Europe Company (Netherlands). The quality of the resulting FASTQ files was assessed with FastQC. Quality filtering and adapter clipping were carried out using BBDUK2 v37.02 using the following parameters: qtrim=w, maq=10, trimq=20, k=23, hdist=1, mink=11, minlength=100, removeifeitherbad=t, tpe, tbo. Additionally, reads that mapped to *A. thaliana* ribosomal RNAs were discarded with Bowtie 2 v2.3.5.1. Next, gene and transcript expression values were estimated with RSEM v1.2.30. Differential expression analysis was done with DESeq2 v1.34.0, using default parameters and a threshold of 0.05 for adjusted *P*-value. Differentially expressed genes (DEGs) were required to have a fold change in expression greater than 2 (upregulated genes) or less than 0.5 (downregulated genes). GO term enrichment of differentially expressed genes was done using ShinyGO 0.76.3 (http://bioinformatics.sdstate.edu/go/) (Ge et al., 2020), requiring that the calculated FDR was < 0.05.

### RNA extraction and RT–qPCR analysis

For the mRNA, sequence data validation and time course experiments were done as described (Ludwików et al., 2009). Total RNA was isolated using an RNAeasy kit following the manufacturer’s instructions (Qiagen). cDNA was synthesized using the Maxima first-strand cDNA synthesis kit with DNAse (Thermo Fisher Scientific) according to the manufacturer’s instructions. Total RNA (2-3 μg) was treated with DNase (included in Maxima first-strand cDNA synthesis kit, Thermo Fisher Scientific) and then first strand cDNA was synthesised using half of the DNase-treated. The other half of the DNase-treated RNA sample was used as a negative control. The manufacturer’s instructions for the SYBR Green Real-Time PCR Master Mix reagent (Thermo Fisher Scientific) were followed, and RT-PCR was performed on an Applied Biosystems QuantStudio™ 7 Flex Real-Time PCR System (Applied Biosystems) in a volume of 20 μl. Three biological replicates were performed in triplicate for each cDNA sample, negative control and no-template control. *18SrDNA* or *ACT2* was used as a reference. Data analyses were performed using QuantStudio Software (Applied Biosystems). After obtaining data values from the qPCR machine, the 2^ΔΔCt^ method was used to calculate relative expression levels (Livak and Schmittgen, 2001) and all gene expression levels were normalized against *18SrRNA* or *ACT2*. Results were averaged from three consistent experiments. Primers used in all qPCR assays are listed in **Supporting Information Table S1**.

### Multiple alignment analysis and phylogenetic tree

The amino acid sequences were aligned using Clustal Omega software (https://www.ebi.ac.uk/Tools/msa/clustalo/(access on 10^th^ June 2022) and then manually corrected. The maximum likelihood phylogenetic tree was constructed using MEGA 10.2.2 software; the numbers at each node indicate the bootstrapped values for 1000 replications.

### Statistical analyses

A two-tailed Student *t*-test was used to obtain *P*-values using Excel software to calculate the significance between samples. A value of *P*<0.05 was considered statistically significant. Asterisks indicate significant differences between the samples compared, as shown in the figure legends. Treatments and assays in this study were performed in at least three independent experiments. The values presented are the means ± SD in all experiments.

### Data availability

The data generated in this study are available as part of the article and its supplement. The RNA-Seq data have been deposited for public use in the Gene Expression Omnibus (GEO) under accession number GSE225062.

## Results

### The *AtBro1* gene encodes a bro1-like domain-containing protein

Our previous study identified several novel miRNAs whose expression was suppressed by ABA in WT plants and other genotypes (Mehdi et al., 2021). One of these miRNAs is thought to target AT1G73390 (*AtBro1*), a gene of unknown function whose role in the response to various abiotic stress factors we aimed to determine in the current work. *AtBro1* encodes a protein of 419 amino acids, including a single Bro1-like domain, and is one of a small family of five such proteins in the Arabidopsis genome (Kalinowska et al., 2015) (**Figure 2A**). Using BLASTP, we identified one paralog (encoded by *AT1G17940*) and numerous orthologs in *Brassica napus* (rapeseed), *Citrus sinensis* (orange), *Gossypium hirsutum* (cotton), and *Theobroma cacao* (cacao). The ClustalW2 program was used to perform multiple alignments of these amino acid sequences. A high degree of amino acid sequence conservation was observed, particularly in the Bro1-like domain (**Figure 2B**). To explain the phylogenetic relationships between AtBro1 and its paralog and orthologs, a phylogenetic tree was constructed. 

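AT1G17940 lies on the minus strand of chromosome 1 from 6169285 to 6173273 in TAIR10.1 and is annotated, like AtBro1, as an endosomal targeting BRO1-like domain-containing protein. To see how alike the transcripts of these genes are, every stretch of 100 bases of the AtBro1 transcripts was compared with those of AT1G17940. Among 12231 windows, the closest differed at 6 bases, and the longest identical stretch was 38 bases.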

The paralog AT1G17940 was most similar to AtBro1, with the proteins encoded by *B. napus* genes being the most closely related among the orthologs (**Figure 2C**).

### *AtBro1* expression pattern in response to multiple stress factors

qRT-PCR revealed that *AtBro1* transcript levels in WT seedlings were significantly increased by exogenous ABA treatment. The response to ABA was rapid and a significant upregulation of *AtBro1* was observed after 1 h of treatment (**Figure 3A**). In addition, it was found that AtBro1 was also significantly upregulated by salt and mannitol stress (**Figures 3B, C**). Two genes, *RAB18* and *RD29A*, were used as positive controls for the different abiotic stresses. These results suggest that AtBro1 is involved in the response to the phytohormone ABA and to other abiotic stresses.

**Figure 3:**
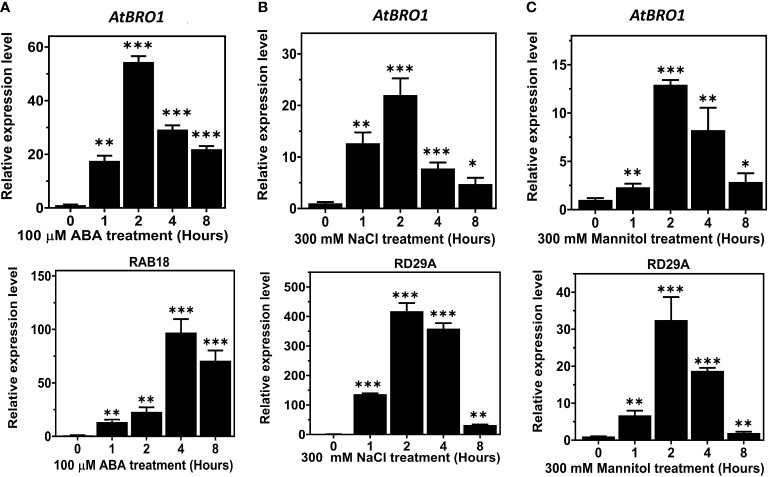
Expression analysis of AT1G73390 (AtBro1) in WT seedlings under abiotic stress conditions. **(A–C)** Quantitative RT-PCR (qRT-PCR) analysis of *AtBro1*, *RD29A*, and *RAB18* after treatment with 100 μM ABA, 300 mM NaCl and 300 mM mannitol for 0, 1, 2, 4 and 8 h. *RAB18* was used as a control for ABA treatment and *RD29A* as a control for NaCl and mannitol treatment. *18SrRNA* and *Actin2* genes were used as internal controls. The levels of transcripts at 0 h were set to 1. Values show standard deviation (n=3 biological replicates with independent technical triplicates for each). Significant differences were determined by Student’s *t*-test: ∗∗∗*P* < 0.001, ∗∗*P* < 0.01, ∗*P* < 0.05.

### GUS histochemical analysis and subcellular localization of AtBro1 protein

To analyse the spatial and temporal expression patterns of AtBro1 during seedling development in WT Arabidopsis plants, we extracted total RNA from seedlings 4, 7, 11, 14 and 21 days after germination and performed qRT-PCR (**Figure 4A**). *AtBro1* transcript levels were generally high, and were highest after 21 days of seedling development. AtBro1 transcripts were detected at various growth stages and in different tissues, such as stems, leaves, roots, cotyledons, apical buds, flower buds and flowers, with significantly higher expression in leaves and flowers than in roots and siliques in 43-days-old WT Col-0 plants. The transcript levels in flower clusters and rosette leaves were more abundant than in other tissues of Arabidopsis plants (**Figure 4B**).

**Figure 4:**
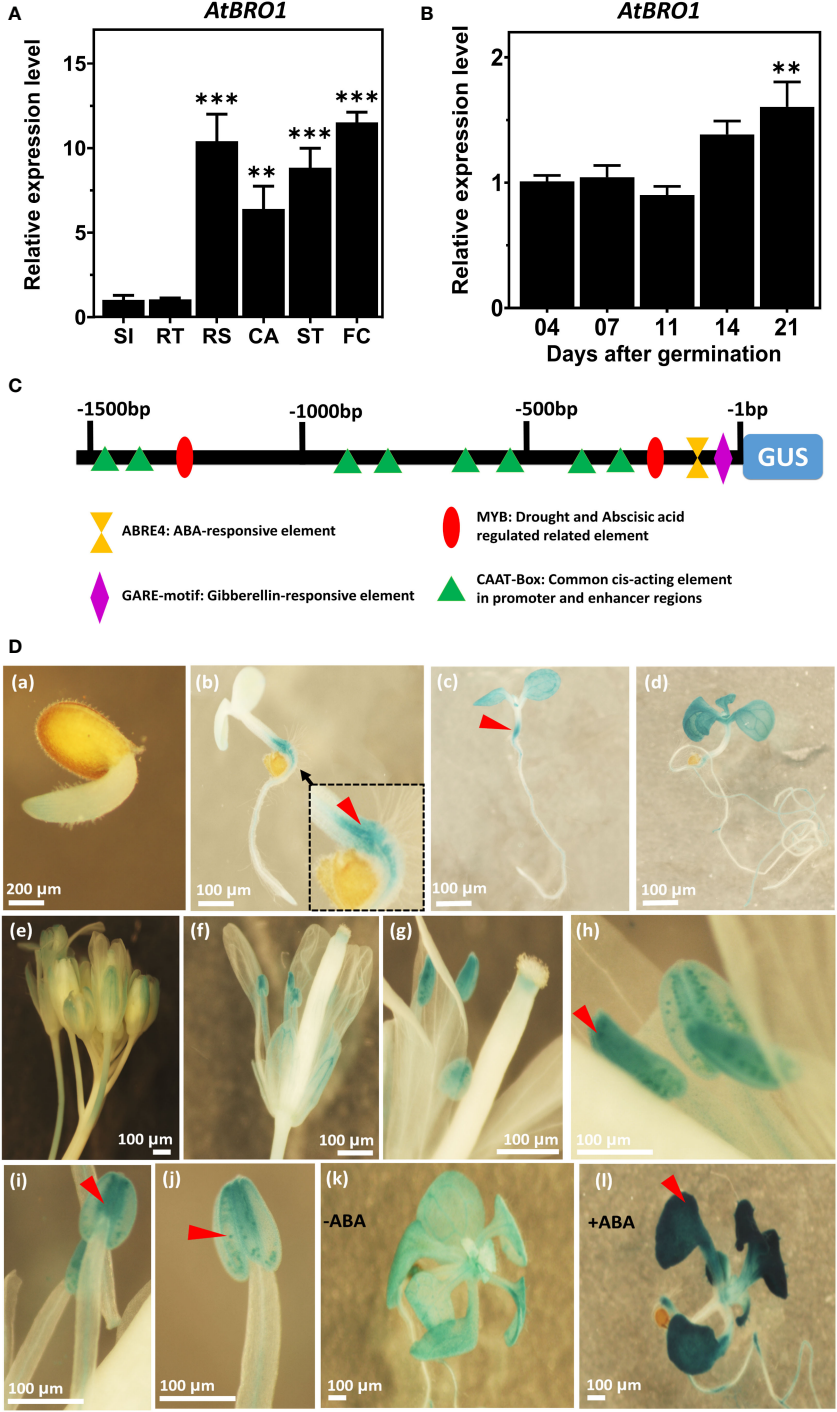
Temporal and spatial expression patterns of AtBro1. **(A)** Quantitative RT-PCR analysis of AtBro1 expression in 4-, 7-, 11-, 14-, and 21-days-old WT seedlings grown under SD conditions. *18SrRNA* and *Actin2* were used as internal controls. The transcript level four days after germination was set as 1. **(B)** Quantitative RT-PCR analysis of AtBro expression in organs of 43-days-old WT Col-0 plants. *18SrRNA* was used as internal control. The transcript level in siliques was set as 1. RS, rosette leaves; RT, roots; ST, stems; SI, siliques; FC, floral clusters; CA, cauline leaves. **(C)** Schematic map of the AtBro1 promoter used for tissue-specific expression of GUS in GUS vector pMDC163. *Cis*-elements present in the promoter region are shown in different shapes and colors. **(D)** GUS staining of different tissues of pAtBro1::GUS transgenic plants. Expression of pAtBro1::GUS in cotyledons and hypocotyl of 1, 4, 7 and 11-days-old seedlings **(a–d)**, inflorescence **(e)**, an open flower **(f)** and stamens **(g–j)** of mature plants grown under LD conditions. The pAtBro1::GUS seedlings were grown on ½MS medium. Two-week-old plants were treated either without ABA **(k)** or with 50 μM ABA for two hours **(l)**. Representative GUS staining results are shown. Scale bars are represented in all figures **(a–l)**. Significant differences were determined by Student’s t-test: ***P < 0.001, **P < 0.01.

Next, we analysed the promoter sequence of *AtBro1* to identify the core and *cis*-regulatory elements. Both strands (plus and minus) of the *AtBro1* promoter sequence contained stretches with TATA-box elements (not shown in figure) and, at discrete locations, various CAAT boxes, along with other *cis*-regulatory elements such as ABRE4, GARE and Myb motifs. To determine the spatial and temporal patterns of *AtBro1* expression, we fused the 1512-bp promoter region to the β-glucuronidase (GUS) coding region and used this to generate pAtBro1::GUS transgenic plants (**Figure 4C**). GUS expression was then analysed in the true leaves, stems and cotyledons of 7-days-old seedlings, 11-days-old rosette leaves and roots. The expression pattern was consistent throughout all stages of plant development (**Figures 4D_a–d**). GUS expression was observed to be highest in floral tissues, especially in anthers, but was also high in cotyledon leaves. In true leaves, the low level of GUS staining in seedlings and at the flowering stage (**Figures 4D_e–j**) reflected the results obtained by qRT-PCR. Since AtBro1 transcription is markedly induced by ABA, we treated two-week-old seedlings with the phytohormone and observed higher GUS expression in the leaves of the seedlings (**Figures 4D_k, l**). These patterns of GUS expression were also consistent with the results of the qRT-PCR analysis. Together, these data suggest that AtBro1 is involved in both the vegetative and reproductive development of Arabidopsis.

To investigate the subcellular localisation of AtBro1, a C-terminal fusion of AtBro1 with green fluorescent protein (GFP) was generated and expressed in Arabidopsis protoplasts. AtBro1-GFP was found exclusively in the membrane of Arabidopsis cells (**Figure 5**). We then used a plasma membrane-specific control dye, FM4-64, to confirm the localization of AtBro1 to the plasma membrane. FM4-64 is widely used as a non-specific marker of endocytosis and vesicle trafficking in living cells (Fischer-Parton et al., 2000). These observations suggest that AtBro1 is involved in the regulation of plasma-membrane homeostasis in Arabidopsis cells.

**Figure 5:**
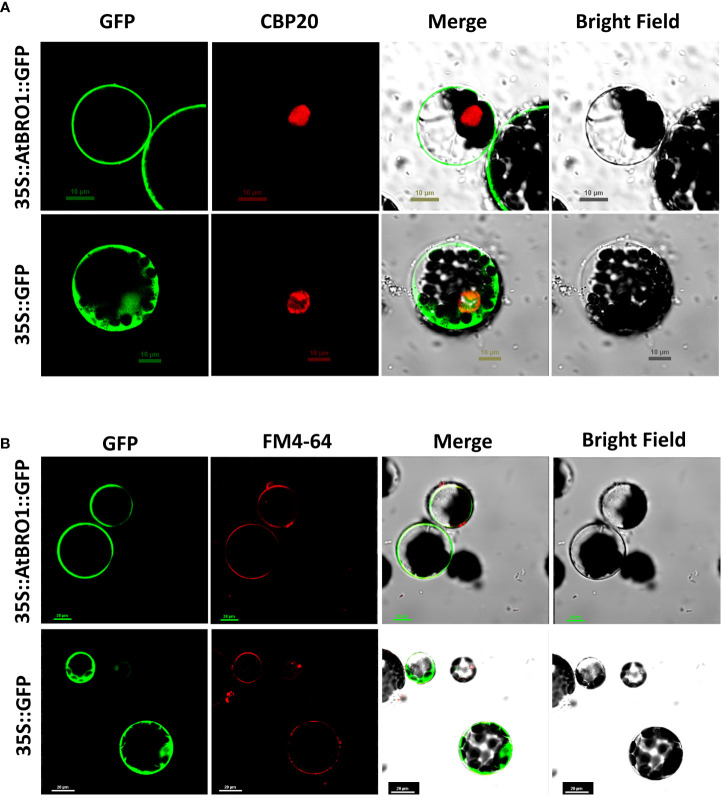
Subcellular localization of an AtBro1-GFP fusion protein. Expression of 35S::AtBro1-GFP in Arabidopsis protoplasts analyzed by confocal microscopy. **(A)** CBP20 fused with RFP was used as a nuclear marker. **(B)** Lipophilic dye FM4-64 was used as a plasma membrane marker. Empty vector was used as a negativecontrol. Scale bars = 10 *μ*m and 20 *μ*m.

### AtBro1 regulates the response to ABA and mannitol stress

To determine the biological function of AtBro1 in seedling development, we studied a T-DNA insertion mutant of AtBro1, *bro1-1* (SALK_204462C), which has T-DNA inserted into intron six as shown in **Figure 1A**. After selection of a homozygous line of the *bro1-1* mutant, semi-quantitative RT-PCR and quantitative RT-PCR (qRT-PCR) were used to confirm the absence of AtBro1 transcripts in homozygous plants treated with and without ABA (**Figures 1B–D** right), as AtBro1 is highly induced by ABA (**Figure 1D** left). In addition, we generated AtBro1-overexpression lines (OXs) under the control of a CaMV 35S promoter in a WT Col-0 background. We selected three independent T1 OX lines, confirming overexpression by qRT-PCR (**Figure 1D** right and **Supporting Information Figure S1**).

To elucidate the role of AtBro1 in stress responses, selected WT Col-0, *bro1-1*, OX7-5, OX11-4 and OX16-5 lines were grown with different concentrations of ABA or mannitol. The percentage germination was then calculated every day over seven days. No significant difference was observed between genotypes on MS medium without ABA or mannitol. However, germination of the *bro1-1* mutant was less sensitive than WT on medium with ABA or mannitol, whereas the OX transgenic lines were more sensitive to both treatments (**Figures 6A, F**). In response to ABA and mannitol treatment, the seed germination rate was lower in OX seeds than WT, although the *bro1-1* mutant showed more resistance to ABA inhibition than WT (**Figures 6B–D, G–I**). The percentage of green cotyledons in the above genotypes (**Figures 6E, J**) followed a similar pattern to the seed germination data, with the *bro1-1* mutant showing a higher proportion, and the OX lines a lower proportion than WT in the presence of either ABA or mannitol. To confirm the function of AtBro1 in these stress responses, we produced complementary lines (Comp-1 and Comp-2) obtained by crossing the *bro1-1* knockout plant with an OX line showing similar AtBro1 expression levels to WT plants. The phenotypes of the complementary lines were almost the same as those of the WT seedlings under ABA- and mannitol-stress conditions (**Figure S2**). These results led us to conclude that AtBro1 is involved in the response to ABA and mannitol during germination.

**Figure 6:**
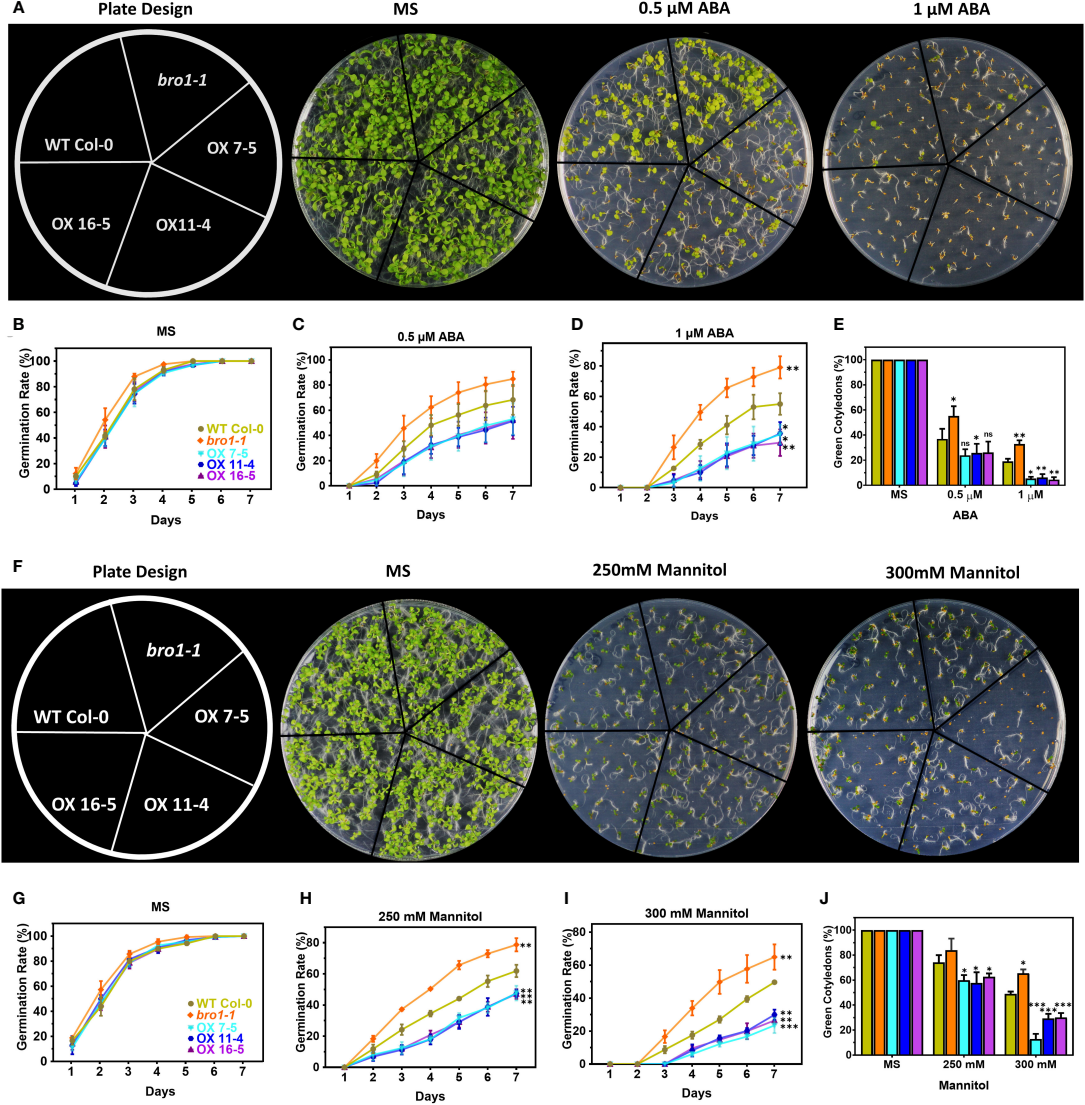
Response of *bro1-1* mutant and ATBro1-overexpressing lines to ABA and mannitol during seed germination. **(A, F)** Seed germination phenotypes. Vernalized seeds of WT Col-0, *bro1-1*, and AtBro1-OX lines (OX7-5, OX11-4, OX16-5) were sown on MS medium supplemented with 0.5 μM ABA, 1 μM ABA, 250 mM mannitol or 300 mM mannitol and grown for 9 days before plate images were recorded. Seed germination rates for ABA **(B–D)** and mannitol **(G–I)** treatments were calculated for the indicated time points. A minimum of 40 seeds per genotype were analysed in each replicate. Seeds from independent lines were used for replicates. Cotyledon greening ratios for ABA **(E)** and mannitol **(J)** treatments were calculated on day 10 after vernalisation. All data are means of three biological replicates ± SD. Significant differences were determined by Student *t*-test: ∗∗∗P < 0.001, ∗∗P < 0.01, ∗P < 0.05; ns, non-significant.

### *AtBro1* regulates the response to salt stress

We next tested whether AtBro1 affects the germination of seeds during salt stress. In the presence of NaCl, germination and the percentage of green cotyledons in the *bro1-1* mutant were both lower than in WT (**Figure 7A**), while in contrast germination rates (**Figures 7B, C**) and cotyledon greening ratios (**Figure 7D**) were much higher in the OX7-5, OX11-4 and OX16-5 transgenic lines. However, the *bro1-1* phenotype was restored to that of WT in the complementary lines Comp-1 and Comp-2 (**Figure S3**).

**Figure 7:**
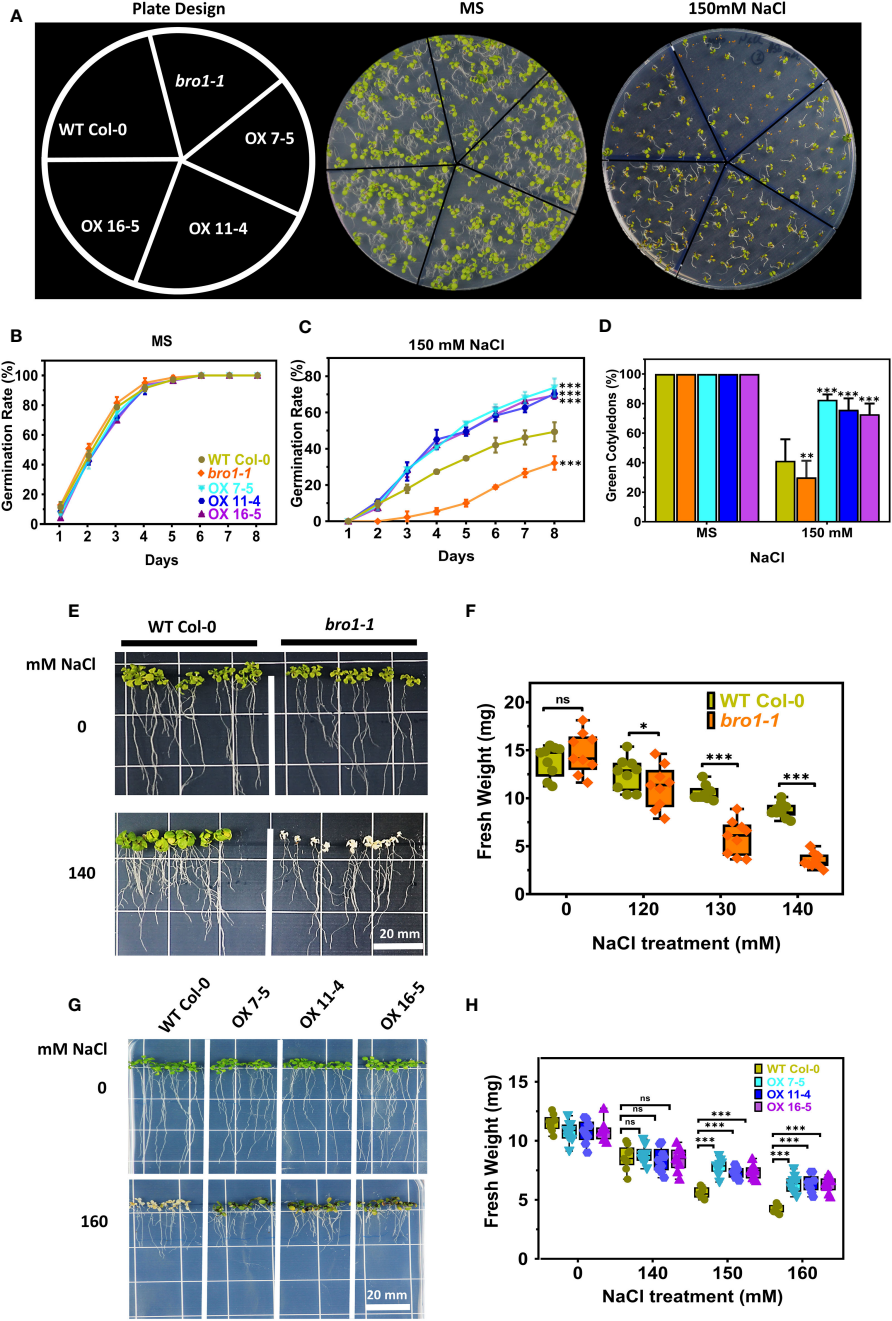
Salt-stress response of *bro1-1* and AtBro1-OX lines. **(A)** Seed germination rates were quantified daily from day 1 to day 7 after sowing for the indicated genotypes grown on MS medium with or without 150 mM NaCl. The percentages of cotyledon greening were recorded on the 9th day after sowing. At least 40 seeds per genotype in each replicate were used in three independent experiments. Values are mean ± SD of three replications. **(B, C)** Salt regulates germination rate of *bro1-1* and AtBro1-OX lines. **(D)** Ratio of green cotyledons on the 9th day after the end of the stratification period. All data are mean values of three biological replicates ± SE. Significant differences were determined by Student’s *t-*test: ∗∗∗P < 0.001, ∗∗P < 0.01, ∗P < 0.05; ns, non-significant. **(E–H)** Effect of salt-stress shock on plant survival. **(E, F)** Four-days-old seedlings (at least 30 seedlings for each experiment of biological replicate) of *A. thaliana* WT (Col-0) and *AtBro1-* knockout mutant (*bro1-1*) grown on MS medium were transferred to MS medium supplemented with various NaCl concentrations (120, 130 and 140 mM) and fresh weights were recorded after two weeks. **(G, H)** WT and AtBro1-OX lines (OX7-5, OX11-4, OX16-5) grown on MS medium were transferred to MS medium plus NaCl (140, 150 and 160 mM) and fresh weights were recorded after two weeks. Images were recorded 7 days after the transfer. Values are means ± SD (n = 3); **P < 0.01 (Student’s *t-*test). Scale bars = 20 mm.

We performed a salt stress growth assay to further investigate the function of AtBro1 in NaCl tolerance. Seeds of WT Col-0, *bro1-1*, OX7-5, OX11-4 and OX16-5 were sown on MS medium. After four days, the seedlings were transferred to medium with different salt concentrations and allowed to grow vertically for a further eight days, when the fresh weights of all plants were determined. No difference was observed between WT Col-0, *bro1-1*, OX7-5, OX11-4 and OX16-5 seedlings under normal growth conditions on MS medium without salt. However, the *bro1-1* mutant showed a hypersensitive phenotype compared to WT when subjected to salt stress. In contrast, the OX7-5, OX11-4 and OX16-5 overexpression lines showed a significantly resistant phenotype (**Figures 7E, G**). This sensitivity profile was reflected in the fresh weights, with salt stress reducing the fresh weight of *bro1-1* mutant seedlings compared to WT (**Figure 7F**), while the OX lines showed higher weights (**Figure 7H**). Thus, AtBro1 is likely involved in the response to salt stress during germination.

### *AtBro1* regulates drought-stress resistance in soil

We then turned to drought stress and sowed seeds of WT Col-0 and *bro1-1*, OX7-5, OX11-4 and OX16-5 plants in soil in a plant growth chamber. Under control conditions, there were no significant phenotypic differences in growth between the various genotypes. However, in the drought assay, the *bro1-1* mutant was more sensitive, as shown in **Figure 8A**, whereas the OX lines were more drought resistant compared to WT. Indeed, the highest survival rate after rewatering was observed in OX transgenic lines (**Figure 8B**). Ion leakage was measured to quantify stress damage after drought. Electrolyte leakage was significantly higher in *bro1-1* mutant plants subjected to drought, while leakage was lower in OX lines, than in WT (**Figure 8C**). These results confirm that AtBro1 plays a regulatory role in drought resistance.

**Figure 8:**
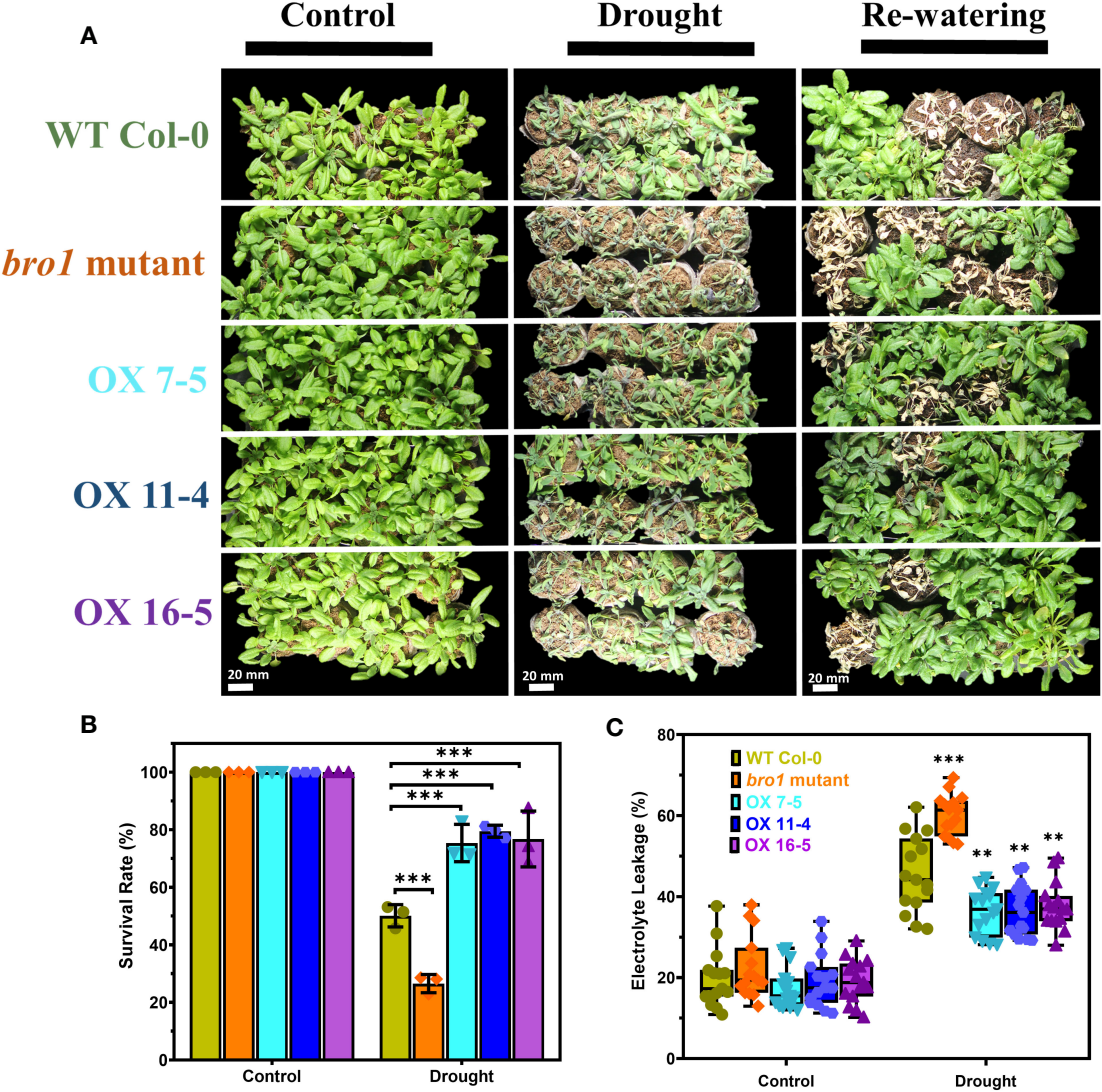
Enhanced tolerance of AtBro1-OX plants to drought stress. **(A)** The drought-tolerant phenotype of AtBro1-OX plants. Three-week-old WT Col-0, *bro1-1*, and AtBro1-OX plants were subjected to drought stress by withholding water for 10 days and then resuming watering for two days. Representative images were taken before (left panels) and after (middle panels) drought and after 4]four days of re-watering (right panels). **(B, C)** Electrolyte leakage and survival rates after re-watering. Data represent the mean ± standard error of three biological replicates, each evaluating 32 plants. Significant differences were determined by Student’s *t*-test: ∗∗∗*P* < 0.001, ∗∗*P* < 0.01. Scale bars = 20 mm.

### *AtBro1* affects the expression of signaling pathways and biosynthesis-related genes

Our next step was to investigate the function of AtBro1 in ABA signalling. We isolated RNA from two-week-old seedlings of WT, *bro1-1* and OX 7-5 lines with or without 50 μM ABA treatment for 4 h, then checked the expression of a panel of genes involved in ABA signalling and ABA biosynthesis, as well as some ABA-independent genes. These included ABI1, ABI2, SnRK2.2, SnRK2.3, EARLYMETHIONINE-LABELLED 1 (EM1), EM6, RAB18, ABA1, ABA2, RD29A, RD29B, AAO3, NCED3 and DREB2B. The expression levels of the ABI1, ABI2 and SnRK2.2 genes were not affected by AtBro1, but SnRK2.3 was significantly upregulated in OX7 compared to WT, and downregulated in the *bro1-1* mutant line, after ABA treatment (**Figures 9A–D**). Genes related to the ABA signalling pathway, such as EM1 and EM6, were significantly upregulated in seedlings of AtBro1-OX transgenic lines, whereas they were significantly downregulated in *bro1-1* mutant seedlings (**Figures 9E, F**). Intriguingly, RAB18 was downregulated (**Figure 9G**), while other ABA biosynthesis genes (ABA2, RD29B, AAO3 and NCED3) were upregulated in both *bro1-1* and OX lines after ABA treatment; ABA1 was upregulated in the *bro1-1* mutant and downregulated in OX7-5 seedlings (**Figures 9H–L**). We also observed that two ABA-independent genes, DREB2B and RD29A, were downregulated in OX7-5 seedlings compared to the *bro1-1* mutant (**Figure 9M, N**). Taken together, these results indicated that AtBro1 directly or indirectly targets genes involved in ABA biosynthesis and signalling in Arabidopsis.

**Figure 9:**
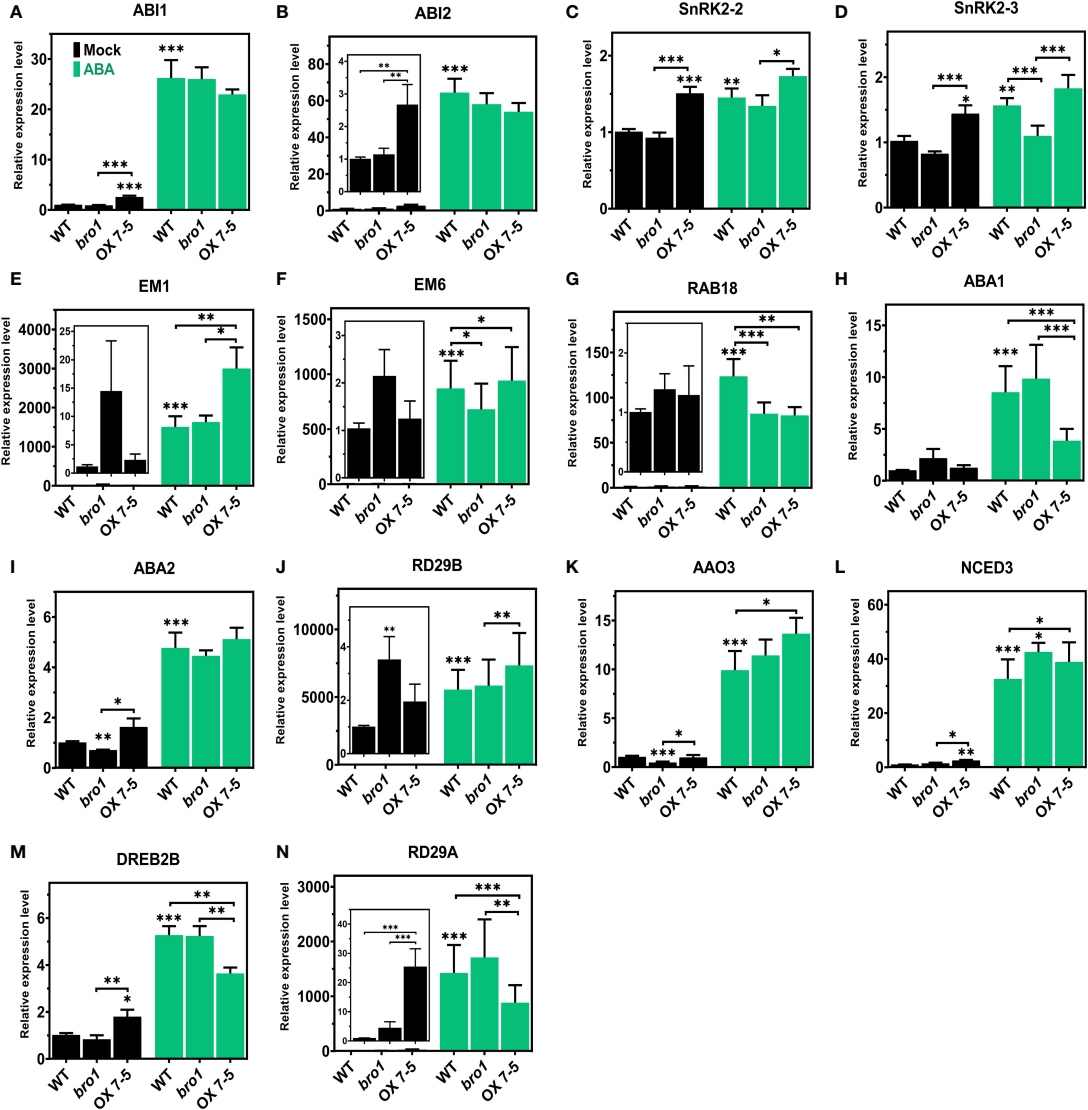
Expression levels of ABA signaling, ABA biosynthesis and ABA-independent genes in WT Col-0, *bro1-1* and OX 7-5 lines. Seeds of WT Col-0, *bro1-1* and OX 7-5 lines were germinated for two weeks and treated with or without 50 μM ABA for 4 h, then RNA was extracted and transcript levels of the indicated ABA signalling **(A–G)**, ABA biosynthetic **(H–L)** and ABA-independent genes **(M, N)** were analyzed by qRT-PCR. Values plus standard errors of the mean (n=3 biological replicates with independent technical triplicates) are shown. Significant differences were determined by Student’s *t*-test: ∗∗∗P < 0.001, ∗∗P < 0.01, ∗P < 0.05.

### AtBro1-regulated genes revealed by global RNA-seq analyses

After documenting the involvement of AtBro1 in the response of Arabidopsis to several abiotic stresses, we were curious to uncover the regulatory network underpinning its activity. We therefore decided to perform RNA-seq analysis to explore the set of genes that were differentially expressed (DEGs) (fold change more than 1.0 and FDR < 0.05) between two-week-old WT and *bro1-1* mutant seedlings after treatment with ABA for 0, 2 and 4 h. 

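RNA was sequenced from 2-week-old WT and bro1-1 seedlings without ABA (mock) and after 100 µM ABA for 2 or 4 h, with 3 libraries in each of the 6 groups. According to the paper, adapters and low-quality bases were removed with BBDUK2, reads from ribosomal RNA were discarded with Bowtie 2, and gene expression was estimated with RSEM. The authors deposited the expected counts and TPM values of RSEM for 32833 genes in each library, without normalization between libraries in the expected counts. These sums of expected counts ranged from 15568032 to 17853167 per library, with a median of 16958396. In WT, the totals ranged from 16426068 to 17401984 (median 16657158) for mock, from 16869141 to 17853167 (median 16891645) for ABA 2 h, and from 17132851 to 17279529 (median 17212495) for ABA 4 h. In bro1-1, they ranged from 15568032 to 16666462 (median 16560804) for mock, from 16779876 to 17172962 (median 16882053) for ABA 2 h, and from 17025147 to 17307768 (median 17157380) for ABA 4 h. For the tests described here, the expected counts were rounded to whole numbers, and genes with low counts were removed with edgeR's filterByExpr. Libraries were scaled with TMM factors, which lay between 0.892 and 1.13 when computed over all 18 libraries. Each pair of groups was filtered, scaled and tested on its own 6 libraries with edgeR's quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, which are the thresholds of the paper's methods.
As a check of the labels, AtBro1 was first examined in every library. Its counts were 410, 237 and 236 in the WT mock libraries, 8487, 8361 and 6143 in WT ABA 2 h, and 7746, 5229 and 8628 in WT ABA 4 h. The corresponding counts were 220, 178 and 197 in bro1-1 mock, 3153, 2676 and 2990 in bro1-1 ABA 2 h, and 2394, 2905 and 2413 in bro1-1 ABA 4 h. Normalized expression of AtBro1 was 15.8 ± 4.86 CPM (counts scaled to library size with the TMM factors; SD, n = 3) in WT mock and 11.6 ± 1.05 in bro1-1 mock, 482 ± 65.9 and 185 ± 9.83 after 2 h of ABA, and 430 ± 136 and 149 ± 27.8 after 4 h. The log2 fold change of bro1-1 against WT was -0.45 (standard error 0.235, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at mock, -1.38 (0.149, adjusted p = 0.0440) at 2 h and -1.51 (0.260, adjusted p = 0.199) at 4 h. In bro1-1, ABA raised AtBro1 by a log2 fold change of 3.99 (standard error 0.148) at 2 h and 3.71 (0.189) at 4 h, against 4.93 (0.298) and 4.8 (0.368) in WT. The paper, by contrast, reports no AtBro1 transcripts in bro1-1 by PCR, and its listed pairs lie on the 3′ side of intron 6. At 2 h and at 4 h each bro1-1 library lay below each WT library; chance gives groups that do not overlap, in either direction, for 10% of genes with 3 libraries against 3. Over all alternatives, the adjusted p at 2 h ranged from 6.76e-15 with DESeq2 to 0.407 with edgeR when bro1-1 replicate 2 was left out. At 4 h it ranged from 9.6e-06 with DESeq2 to 0.559 with edgeR when WT ABA 4 h replicate 1 was left out. AT1G17940, the paralog of AtBro1, had 383 ± 43.2 CPM in WT and 392 ± 86.0 in bro1-1 after 2 h of ABA (SD, n = 3), from 22.6 ± 4.06 and 19.4 ± 3.20 at mock, and 414 ± 130 in WT and 327 ± 85.8 in bro1-1 after 4 h; the log2 fold change of bro1-1 against WT was 0.03 (standard error 0.191) at 2 h and -0.32 (0.286) at 4 h.

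**Figure D1:**
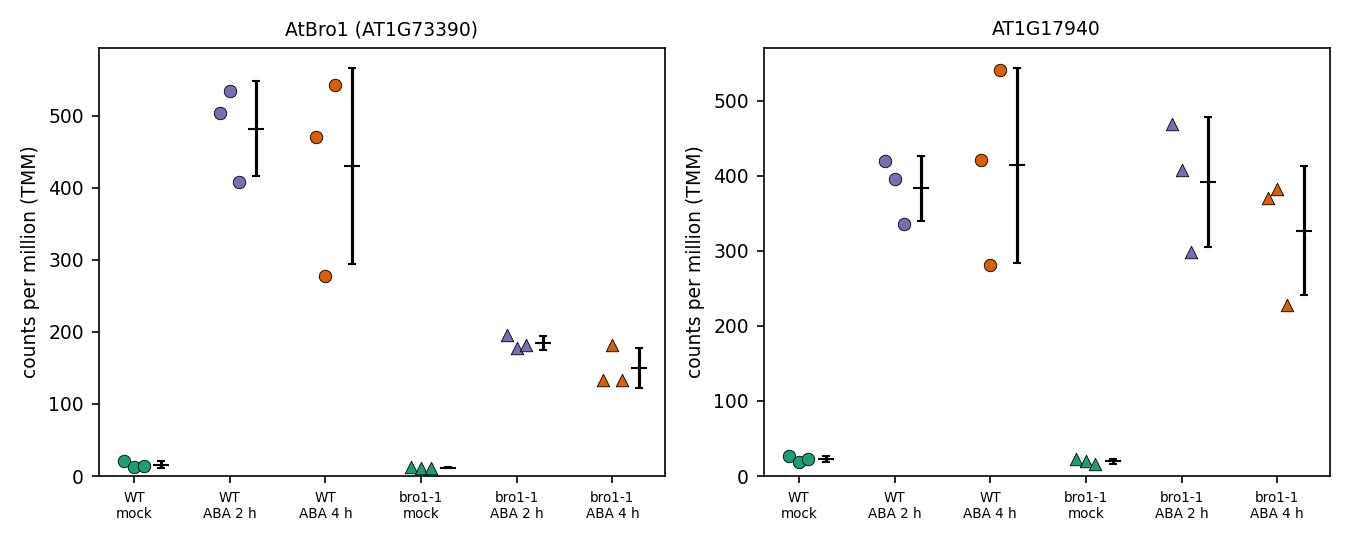
Normalized expression (CPM, vertical axes) of AtBro1 and of its paralog AT1G17940 in each library, by genotype and treatment, with the mean and SD of each group of 3 libraries beside the points. After ABA, AtBro1 lies at 185 and 149 in bro1-1 and at 482 and 430 in WT, whereas AT1G17940 lies at 392 in bro1-1 and 383 in WT at 2 h and at 327 and 414 at 4 h.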

Several genes were scattered shown as blue dots and most of the genes were concentrated as shown in **Supporting Information Figure S4**, indicating that AtBro1 has a strongly effect on the expression of these genes. 

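At mock, 19610 genes passed the filter and were compared between bro1-1 and WT. In edgeR's quasi-likelihood test, 234 of them had an unadjusted p under 0.05. That is a smaller share than the 0.05 that chance gives. Few calls at mock therefore do not show that the genotypes are alike there. The same comparison covered 19501 genes after 2 h of ABA, with 1395 at an unadjusted p under 0.05, and 19801 genes after 4 h, with 2007. A fit of all 18 libraries, with the time point as a factor, compared the 9 bro1-1 with the 9 WT libraries over 20637 genes. In that fit, 1341 genes had an unadjusted p under 0.05, 12 had a Benjamini-Hochberg adjusted p under 0.05, and 10 of these also had an absolute log2 fold change over 1. Of the 10 genes, 9 were lower in bro1-1 (MRD1, AT1G07887, PI4KGamma3, AT2G01422, HEI10, QQS, SIGD, RBCL and AtBro1) and AT1G75945 was higher. With DESeq2 in place of edgeR, 22 genes passed both thresholds, the largest move among the alternatives.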

To infer the systematic patterns of six variations in the data, principal component analysis (PCA) was performed to group the expression profiles in the experiment of each sample. The PCA showed that control (mock) samples and the expression profiles resulting from 2 and 4 h ABA treatment were apparently closely related groups in both WT and the *bro1-1* mutant (**Figure 10A**). 

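Principal components were computed from log2 CPM of the 500 genes with the largest variance over the 18 libraries. The first component held 85.0% of the variance and the second 4.14%. Along the first component, the mock libraries had means of -70.3 ± 11.7 in WT and -69.6 ± 2.02 in bro1-1 (SD, n = 3), and the ABA libraries lay on the other side, at 28.6 ± 4.43 and 32.8 ± 7.83 after 2 h and at 37.9 ± 5.98 and 40.6 ± 4.1 after 4 h. The second component separated 2 h (12.8 ± 3.64 in WT and 13.8 ± 4.25 in bro1-1) from 4 h (-13.6 ± 1.77 and -11.3 ± 1.90). On both components, the difference between the genotype means at each time point was smaller than the larger of the 2 SDs, except at 4 h on the second component. Across the same genes, the median distance between libraries was 24.7 for the 18 pairs of replicates, 26.6 for the 27 pairs of a WT and a bro1-1 library at one time point, 35.2 for the 18 pairs of a 2 h and a 4 h library of one genotype, and 111 for the 36 pairs of a mock and an ABA library of one genotype. The share of the first component moved most when all genes that pass the filter were used, to 59.5%.

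**Figure D2:**
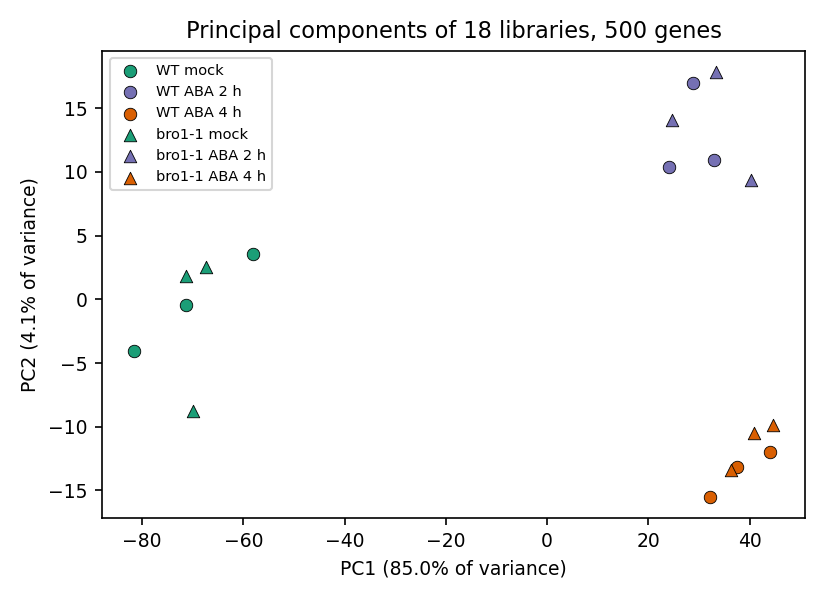
Positions of the 18 libraries on the first (horizontal axis, 85.0% of variance) and second (vertical axis, 4.14%) principal components, with colours for treatment, circles for WT and triangles for bro1-1. Mock libraries of both genotypes lie on the left, and ABA 2 h and ABA 4 h libraries of both genotypes lie on the right, apart from each other on the second component.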

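In the direct comparison of bro1-1 with WT after 2 h of ABA, 6 genes passed both thresholds, 1 higher and 5 lower in bro1-1. AT1G75945 was at least 32.4-fold higher, since its counts in WT were all at or under the floor of 3 counts. MRD1 (AT1G53480) had a log2 fold change of -6.60 (standard error 0.293, adjusted p = 0.000264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), PI4KGamma3 (AT5G24240) of -4.80 (0.369, adjusted p = 0.0101), HEI10 (AT1G53490) of -3.09 (0.273, adjusted p = 0.0192) and SIGD (AT5G13730) of -1.56 (0.149, adjusted p = 0.0206), and AtBro1 was the sixth gene. After 4 h of ABA, 4 genes passed both thresholds. MRD1 at -6.96 (standard error 0.242, adjusted p = 3.15e-05 from the same edgeR test) and PI4KGamma3 at -4.92 (0.261, adjusted p = 0.000486) were lower, and GDA1 (AT1G14250) and LOX2 (AT3G45140) were higher. MRD1 and PI4KGamma3 were called at both times. MRD1 overlaps HEI10 on the opposite strand, and the paper does not state whether counting used the strand, so their values are uncertain. With DESeq2 in place of edgeR, 73 genes passed at 2 h (15 higher, 58 lower) and 268 at 4 h (200 higher, 68 lower). Leaving out WT ABA 2 h replicate 2 gave 1 gene at 2 h, and leaving out WT ABA 4 h replicate 2 gave 34 genes at 4 h.
Whether the response to ABA itself differed between the genotypes was tested as an interaction over the 12 libraries of mock and ABA in both genotypes. No gene passed both thresholds, with 0 of 20330 genes at 2 h and 0 of 20480 at 4 h in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 1041 genes at 2 h and 1218 at 4 h. DESeq2 called 15 genes at 2 h and 5 at 4 h, and leaving out bro1-1 ABA 4 h replicate 1 gave 2 genes at 4 h.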

Comparative analysis showed that the number of DEGs was higher between *bro1-1* treated with ABA and WT treated with ABA (both 2 h and 4 h treament groups), showing that AtBro1 modulates expression profiles in the presence of ABA (**Figure 10B**). In addition, a few genes were also differentially expressed between untreated *bro1-1* and WT seedlings. 

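At mock, 3 genes passed both thresholds between bro1-1 and WT. PI4KGamma3 (AT5G24240, chromosome 5, 8230916 to 8234150 in TAIR10.1) had a log2 fold change of -5.94 (standard error 0.315, adjusted p = 0.00409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 3.24e-39 to 0.122 over the alternatives). MRD1, whose reads can also belong to the overlapping HEI10, had -5.78 (standard error 0.489, adjusted p = 0.0357 from the same edgeR test; 5.21e-32 to 0.612 over the alternatives). AT1G75945 (chromosome 1, 28515245 to 28515916) was higher in bro1-1, with 5.45 (standard error 0.395, adjusted p = 0.0184 from the same edgeR test; 2.26e-22 to 0.302 over the alternatives). In each of these genes, all 3 bro1-1 libraries lay on the same side of all 3 WT libraries, which chance gives, in either direction, for 10% of genes. DESeq2 called 6 genes at mock, 2 higher and 4 lower, and without bro1-1 mock replicate 1 edgeR called 0.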

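The response to ABA was counted within each genotype against its own mock libraries. In WT, 2150 genes rose and 1341 fell after 2 h, and 2690 rose and 1473 fell after 4 h, of 19725 and 19880 genes tested with edgeR's quasi-likelihood test. In bro1-1, 2655 rose and 1670 fell after 2 h, and 3101 rose and 1645 fell after 4 h, of 19756 and 19958 genes. Among the strongest responses, HAI3 (AT2G29380) was at least 164-fold higher in WT after 2 h and PAP1 (AT1G56650) at least 237-fold higher in bro1-1, as mock counts were at or under 3 in these groups. PYL6 (AT2G40330) changed by a log2 fold change of -7.01 in WT (standard error 0.311) and -5.83 in bro1-1 (standard error 0.388) after 2 h. With the fold change threshold removed, the alternative that moved these totals most, 5143 and 6209 genes passed in WT and 7898 and 8100 in bro1-1.
The numbers of upregulated genes in bro1-1 exceeded those in WT by 505 at 2 h and by 411 at 4 h. A single library moved these differences by more than 1.5 times: without WT mock replicate 1 they were 76 and 170, without bro1-1 ABA 4 h replicate 2 the difference at 4 h was 31, and without WT ABA 2 h replicate 2 the difference at 2 h was 988. At 2 h, 1862 genes were upregulated in both genotypes, 793 in bro1-1 alone and 288 in WT alone. Of the genes called in bro1-1 alone, 743 were tested in WT and 719 of these (96.8%) also had a log2 fold change above 0 there, with a median of 0.88 in WT and 1.41 in bro1-1. Of the genes called in WT alone, 271 were tested in bro1-1 and 264 were above 0 there, with a median of 0.86 in bro1-1. Each set was chosen by its call in 1 genotype, which alone favours a larger change in that genotype. At 4 h, 2215 genes were upregulated in both genotypes, 886 in bro1-1 alone and 475 in WT alone, and 761 of the 819 bro1-1 genes tested in WT (92.9%) rose there as well. In turn, 435 of the 453 WT genes tested in bro1-1 rose in bro1-1. Called genes that went in opposite directions in the genotypes numbered 0 at both times.
Over the genes called in either genotype, the total least squares slope of the bro1-1 response on the WT response was 1.04 at 2 h (4981 genes, jackknife standard error over libraries 0.139) and 0.997 at 4 h (5562 genes, standard error 0.143). Pearson's r between the responses was 0.930 and 0.919 across genes, which are not independent replicates. Both slopes lay within 1 standard error of 1.

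**Figure D3:**
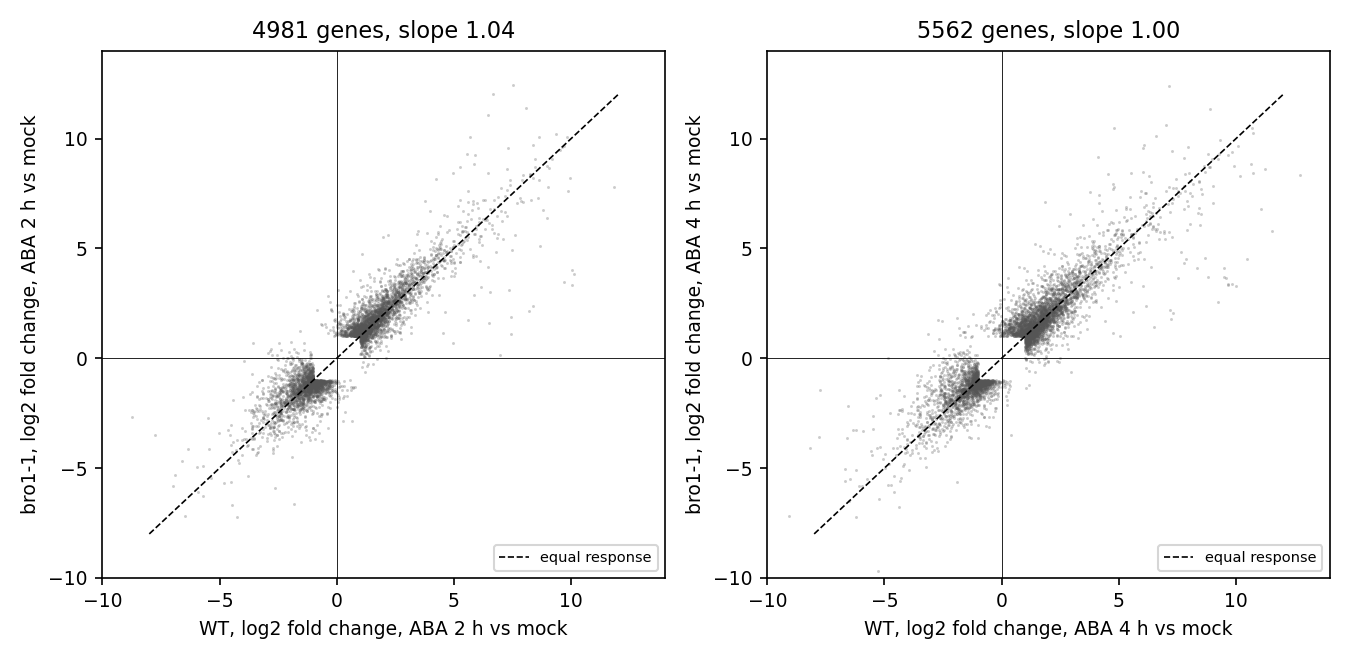
Log2 fold changes after ABA in WT (horizontal axes) and bro1-1 (vertical axes) at 2 h (left, 4981 genes) and 4 h (right, 5562 genes), with a point for each gene called in either genotype and a dashed line of equal response. The points follow the dashed line, with slopes of 1.04 and 0.997.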

Genes that showed significant changes in expression were selected for further analysis, and this resulted in a greater number of upregulated genes in the *bro1-1* mutant after 2 (2983 genes) and 4 h (3384 genes) ABA treatment than in WT after 2 (2590 genes) and 4 h (2987 genes) ABA treatment, whereas the number of downregulated genes was almost the same in both genotypes with or without ABA treatment (**Figure 10C** and **Supporting Information Tables S2**–**5**).

**Figure 10:**
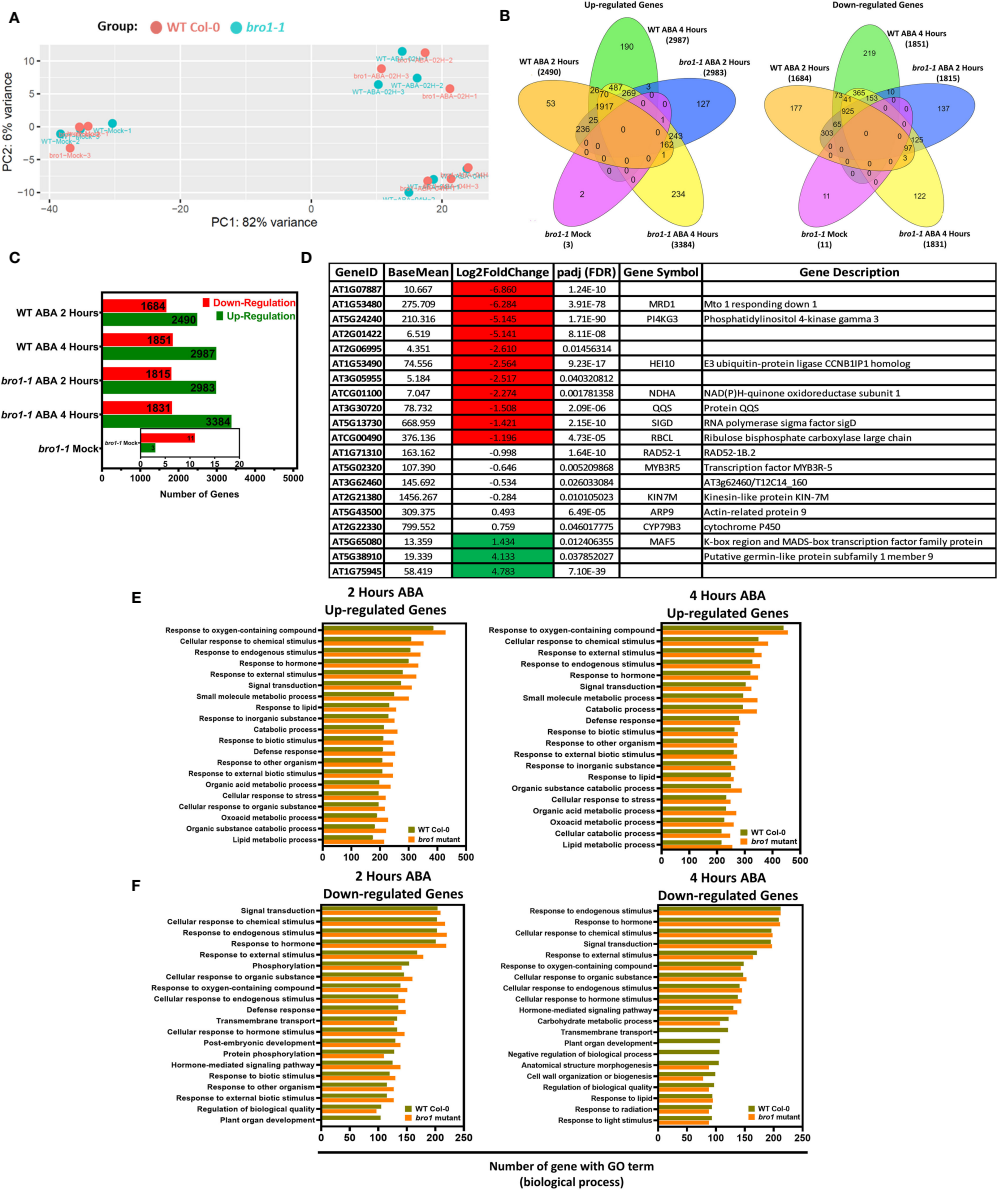
Comparative transcriptomes of *bro1-1* mutant and WT Col-0 plants with or without ABA treatment for 2 and 4 hours. **(A)** Principal component analysis of normalized transcriptome data. **(B)** Venn diagrams showing up- and downregulated genes in the *bro1-1* mutant compared to WT Col-0. **(C)** Number of DEGs in *bro1-1* vs WT Col-0 with or without ABA treatment for 2 and 4 h. **(D)** All gene patterns up- (highlighted green) and downregulated (highlighted red) in the *bro1-1* mutant compared to the WT Col-0 in control conditions. **(E, F)** GO terms that are significantly enriched among upregulated **(E)** and downregulated genes **(F)** in ABA-treated *bro1-1* compared to WT Col-0 plants (FDR < 0.05).

In addition, we also performed an analysis to observe the transcript levels of DEGs in the *bro1-1* mutant vs. WT Col-0 (both mock-treated). As shown in **Figure 10D**, the expression of some genes, such as MRD1, PI4KGamma3, HEI10, NDHA, QQS, SIGD and RBCL, was significantly lower in the *bro1-1* mock sample vs the WT Col-0 mock samples. 

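In mock-treated seedlings, MRD1 had 41.2 ± 1.61 CPM in WT and 0.750 ± 0.623 in bro1-1 (SD, n = 3), and PI4KGamma3 had 23.0 ± 4.61 and 0.368 ± 0.140. HEI10 had 8.58 ± 5.80 in WT and 1.86 ± 0.321 in bro1-1, a log2 fold change of -2.21 (standard error 0.488, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0547 to 1 over the alternatives). QQS (AT3G30720) had 8.30 ± 2.76 and 3.29 ± 0.0712 CPM, and SIGD had 53.8 ± 3.32 and 26.9 ± 12.1, with log2 fold changes of -1.33 (standard error 0.278) and -1.0 (standard error 0.329). In MRD1, PI4KGamma3, HEI10, QQS and SIGD each bro1-1 library lay below each WT library; chance gives groups that do not overlap, in either direction, for 10% of genes. RBCL (ATCG00490) had 20.1 ± 5.30 CPM in WT and 14.2 ± 4.07 in bro1-1, so that the libraries overlapped, with a log2 fold change of -0.50 (standard error 0.278). The adjusted p of QQS, SIGD and RBCL at mock was 1 from the same edgeR test, with ranges over the alternatives of 0.183 to 1 for QQS and 0.968 to 1 for SIGD and RBCL. NDHA (ATCG01100) had too few counts to pass the filter at mock: its 3 bro1-1 libraries were at or under 3 counts, and it was at least 3.63-fold lower than in WT.
In the fit over all 18 libraries, the log2 fold change was -6.32 for MRD1 (standard error 0.244, adjusted p = 2.49e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -5.16 for PI4KGamma3 (0.223, adjusted p = 8.56e-11), -2.61 for HEI10 (0.244, adjusted p = 1.74e-05) and -1.43 for SIGD (0.169, adjusted p = 0.000330). QQS had -1.53 (0.216) and RBCL -1.14 (0.187), with adjusted p of 0.00377 and 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NDHA, at -2.28 (0.466), did not pass at an adjusted p of 0.152 from the same test. Without bro1-1 ABA 2 h replicate 3, the adjusted p of RBCL was 0.0688, the highest of its alternatives, which ranged down to 6.10e-06.
MRD1 lies on the minus strand of chromosome 1 from 19963047 to 19964712 in TAIR10.1, and HEI10 on the plus strand from 19963267 to 19966952, so that the genes overlap by 1446 bases and share 922 exon bases. The long noncoding RNA AT1G07887, on the plus strand from 19963067 to 19964105, lies inside MRD1 and shares 1039 exon bases with it and 839 with HEI10. AT1G07887 had 0 counts in every bro1-1 library and was at least 9.07-fold lower than in WT at mock. Since the paper does not name a strand setting, reads from the shared bases could be counted on any of the 3 genes, and their separate values are uncertain.

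**Figure D4:**
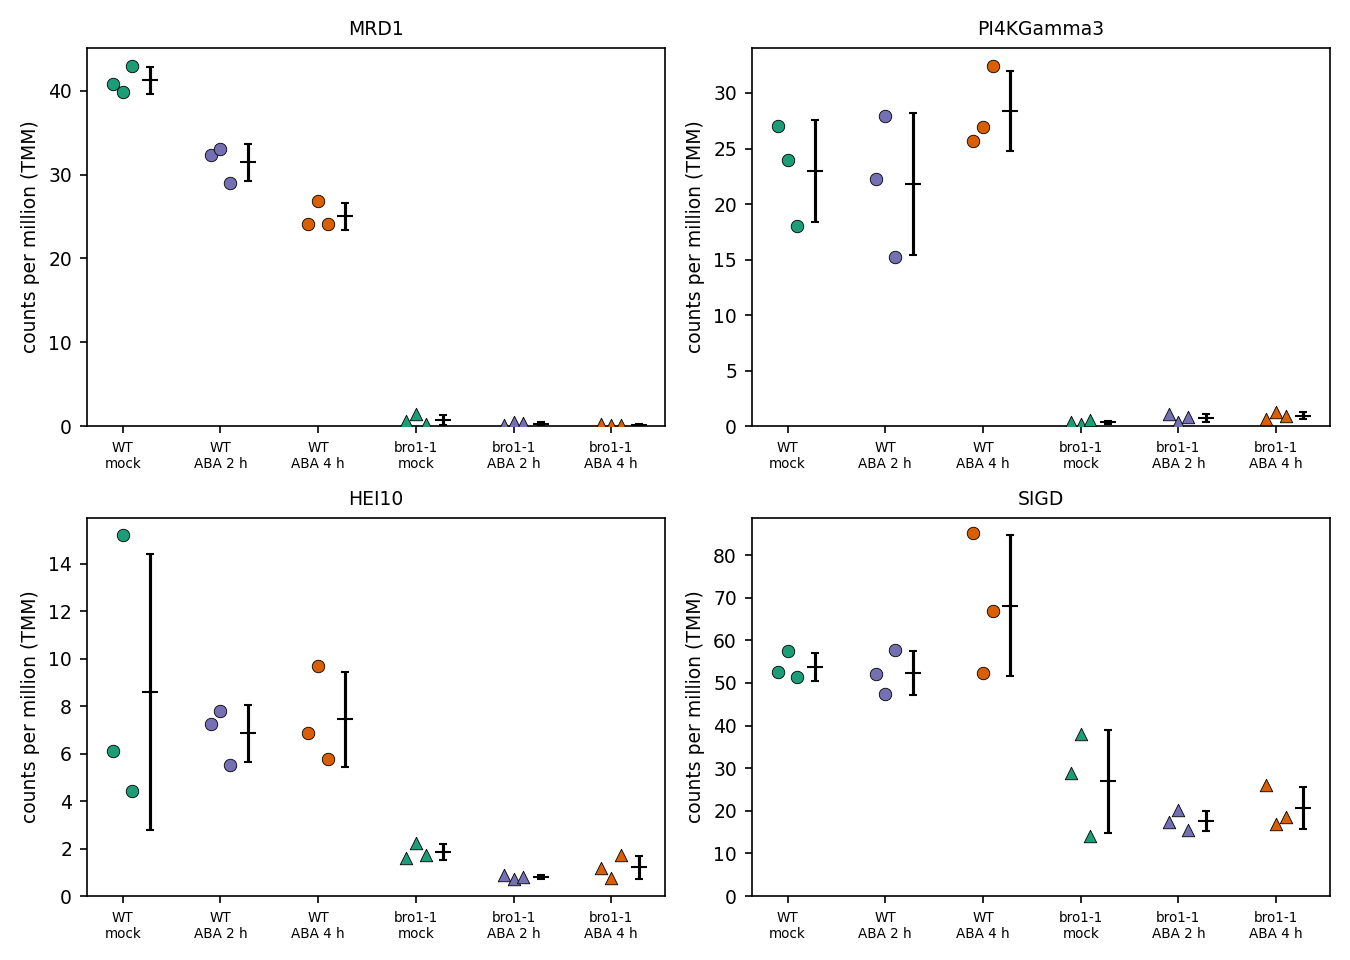
Normalized expression (CPM, vertical axes) of MRD1, PI4KGamma3, HEI10 and SIGD in each library, by genotype and treatment, with the mean and SD of each group of 3 libraries. In mock seedlings the means are 41.2, 23.0, 8.58 and 53.8 in WT and 0.750, 0.368, 1.86 and 26.9 in bro1-1.

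**Figure D5:**
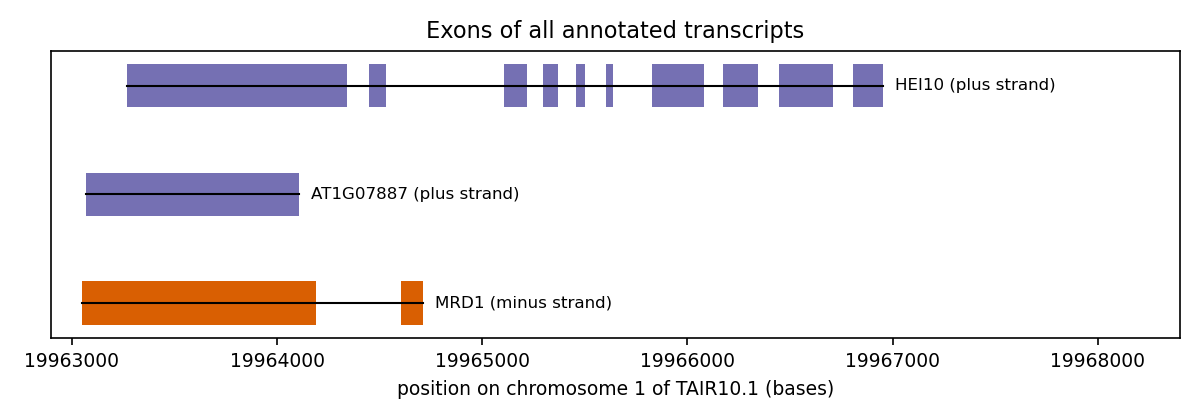
Exons (boxes) of HEI10, AT1G07887 and MRD1 along chromosome 1 of TAIR10.1 (horizontal axis, bases), with genes on the plus strand and the minus strand in different colours. MRD1 and HEI10 share 922 exon bases.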

Transcript levels of some genes related to putative germin-like protein subfamily 1 member 9 and MAF5 were also higher in *bro1-1* mock-treated plants than in WT Col-0 mock plants. Moreover, AtBro1 also influenced the expression of several genes associated with other Arabidopsis processes (**Figure 10D**).

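The germin-like gene of Fig. 10D (AT5G38910) had counts of 0 to 3 in the WT mock libraries and 0 to 4 in the bro1-1 mock libraries, and MAF5 (AT5G65080) had 4 to 9 and 9 to 24. Neither had enough counts to pass the filter at mock. MAF5 had 0.398 ± 0.161 CPM in WT mock and 0.836 ± 0.481 in bro1-1 mock (SD, n = 3), a difference smaller than the SD in bro1-1. The highest WT mock value was 0.511 CPM and the lowest bro1-1 mock value 0.518. In the fit over all 18 libraries, the log2 fold change of MAF5 was 1.39 (standard error 0.297, adjusted p = 0.202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0108 to 0.448 over the alternatives) and that of AT5G38910 was 3.56 (0.877, adjusted p = 0.354; 0.0590 to 0.819). AT5G38910 rose mainly in bro1-1 after 4 h of ABA, where its counts ranged from 11 to 210.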

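Fig. 10D lists 20 genes. AT1G75945, the gene with the largest rise, had 9.03 ± 0.569 CPM in bro1-1 mock and 0.201 ± 0.123 in WT mock (SD, n = 3), and in the fit over all 18 libraries its log2 fold change was 4.77 (standard error 0.357, adjusted p = 6.53e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.00e-33 to 7.18e-06 over the alternatives). AT1G71310 and AT5G43500 had an adjusted p under 0.05 in that fit, at 6.17e-05 and 0.0423 (edgeR, Benjamini-Hochberg adjustment), but log2 fold changes of -0.98 and 0.49. AT5G02320 (-0.65), AT3G62460 (-0.54), AT2G21380 (-0.28) and AT2G22330 (0.76) did not reach an adjusted p under 0.05 with edgeR. With DESeq2 in its place, their adjusted p were 0.00625, 0.000696, 0.00865 and 0.0275, in that order. The noncoding RNA AT2G01422 had 0 counts in the bro1-1 mock libraries and was at least 3.37-fold lower than in WT at mock.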

To explore the regulatory network of AtBro1 in response to short- and long-term ABA treatment, we also performed gene ontology (GO) and KEGG analysis on the set of significantly up- and downregulated genes: *bro1-1* mock vs. WT mock and *bro1-1* with ABA vs. WT with ABA, for the 2- and 4-h pairwise groups. Among the upregulated genes, those involved in the response to chemical stimulus, hormone, endogenous stimulus, external stimulus and defence response were highly enriched (**Figure 10E** and **Supporting Information Tables S6**–**9**). 

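Biological process terms of the TAIR10.1 annotation were tested among the called genes with Fisher's exact test, against the tested genes that carry a term. Genes whose note gives only a number of processes, or an unknown process, were left out. After 2 h of ABA, genes upregulated in WT passed at a Benjamini-Hochberg adjusted p under 0.05 for 22 of 254 terms, and genes upregulated in bro1-1 for 21 of 253. The lowest adjusted p in both was for response to salt stress, with 55 of 234 annotated genes in WT (fold 2.16, adjusted p = 4.89e-06, Fisher's exact test) and 70 of 234 in bro1-1 (fold 2.17, adjusted p = 1.71e-08, Fisher's exact test). Response to abscisic acid stimulus held 22 of 73 genes in WT and 25 of 75 in bro1-1, and response to jasmonic acid stimulus 13 of 31 and 19 of 30. After 4 h, 21 terms passed among upregulated genes of WT and 28 among those of bro1-1. In WT at 4 h, response to abscisic acid stimulus held 30 of 75 genes (fold 2.89, adjusted p = 4.69e-06, Fisher's exact test). Whether a term differed between the genotypes was not tested. In the direct comparisons of bro1-1 with WT, upregulated genes numbered 1 or 2, and none, LOX2 included, carried a term that entered the test. Hence 0 terms could pass (0 at an unadjusted p under 0.05), which says nothing on the processes of these genes. Among the 200 genes that DESeq2 called higher in bro1-1 at 4 h, 6 terms passed, the first being response to jasmonic acid stimulus with 9 of 32 genes (fold 25.0, adjusted p = 1.31e-08, Fisher's exact test).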

Among the downregulated genes, several categories, including chemical, hormonal, phosphorylation and external stimulus response, showed preferential enrichment in (*bro1-1* vs. WT)-ABA for 2 h or 4 h (**Figure 10F** and **Supporting Information Tables S6** **9**). 

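Among genes downregulated by ABA for 2 h, 6 terms passed in WT and 2 in bro1-1. In WT, these included oxidation reduction (57 of 458 genes, fold 1.81, adjusted p = 0.00190, Fisher's exact test), defense response (35 of 253) and protein amino acid phosphorylation (71 of 666). Regulation of transcription passed in both, with 67 of 598 genes in WT (adjusted p = 0.00461, Fisher's exact test) and 85 of 602 in bro1-1 (fold 1.79, adjusted p = 1.15e-05, same test). With DESeq2 in place of edgeR, 2 terms passed in WT and 3 in bro1-1 at 2 h. Regulation of transcription, defense response and protein amino acid phosphorylation then did not pass in WT (adjusted p = 0.07069, 0.07069 and 0.07115, Fisher's exact test). At 4 h, 3 terms passed in WT, and 0 in bro1-1, where 15 had an unadjusted p under 0.05. With DESeq2, these numbers of passing terms were 4 in WT and 2 in bro1-1. In the direct comparisons of bro1-1 with WT after ABA, 5 genes were lower at 2 h, 2 of them with a tested term, and 2 were lower at 4 h, with 0 such terms. No term passed among them, and 1 term at 2 h and 0 at 4 h had an unadjusted p under 0.05. Among the 58 and 68 genes that DESeq2 called lower, 0 terms passed, with 7 and 4 at an unadjusted p under 0.05. The lists of Tables S6 to S9 were not used here.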

In the presence of ABA, various downregulated genes from the comparison of *bro1-1* with ABA vs. WT with ABA for 2 or 4 h and that were assigned terms relating to plant organ development and transmembrane transport were less enriched in *bro1-1* than in WT Col-0 (**Figure 10F**). Together, the GO analysis suggests that the role of AtBro1 in abiotic tolerance involves regulation of ABA-responsive genes at the transcriptional level.

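From the terms enriched among genes called in these comparisons, the paper proposes that AtBro1 acts in abiotic stress tolerance by regulating ABA-responsive genes at the level of transcription. At the level of single genes, ABA changed 2727 genes in both genotypes after 2 h and 3208 after 4 h, out of 3491 and 4163 called in WT and 4325 and 4746 called in bro1-1.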

### Validation of DEG expression by qRT-PCR

We selected several genes shown to be up- or downregulated by the RNA-Seq data for validation by qRT-PCR. Since RNA-Seq was only performed in the WT and *bro1-1* mutant lines, we considered that if the selected genes were up- or downregulated in the *bro1-1* mutant compared to WT (with or without ABA), then these genes were likely to be down- or upregulated (i.e. to show the opposite expression profile) in the OX lines. To test this, we selected several genes such as AT5G24240 (PI4KGAMMA3/MOP9. 5), AT1G53480 (MRD1), AT1G53490 (HEI10), AT5G12730, AT1G13260 (RAV1), AT5G65080 (AGL68), AT4G26260 (MIOX4), AT1G52040 (MBP1) and AT1G14250 (GDA1/CD39) from our WT and *bro1-1* mutant (with or without ABA) data. 

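RAV1 (AT1G13260, chromosome 1, 4542168 to 4543970 in TAIR10.1) had 86.2 ± 12.3 CPM (SD, n = 3) in WT mock, 157 ± 30.6 after 2 h and 48.9 ± 3.23 after 4 h of ABA, and 96.2 ± 14.2, 51.7 ± 10.0 and 41.6 ± 11.8 in bro1-1. GDA1 (AT1G14250, chromosome 1, 4868346 to 4871488) had 1.2 ± 0.753, 7.30 ± 3.38 and 6.43 ± 1.72 in WT at mock, 2 h and 4 h, and 0.716 ± 0.429, 13.9 ± 5.95 and 46.8 ± 11.5 in bro1-1. MBP1 (AT1G52040, chromosome 1, 19350314 to 19352791) had 1.60 ± 0.920, 3.30 ± 1.61 and 2.79 ± 1.53 in WT, and 2.40 ± 2.24, 4.98 ± 1.79 and 20.7 (from 11.4 to 31.4) in bro1-1. MIOX4 (AT4G26260, chromosome 4, 13297695 to 13300444) had 1.01 ± 0.495 in WT mock and 5.06 ± 0.970 in bro1-1 mock. AGL68, listed as MAF5 in Fig. 10D, had 0.498 ± 0.205 and 0.4 ± 0.163 in WT after 2 h and 4 h and 1.23 ± 0.487 and 1.42 ± 0.304 in bro1-1. The identifier AT5G12730 is in neither the files nor the TAIR10.1 annotation, whereas AT5G13730 is SIGD, the gene for which Table S1 lists primers.

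**Figure D6:**
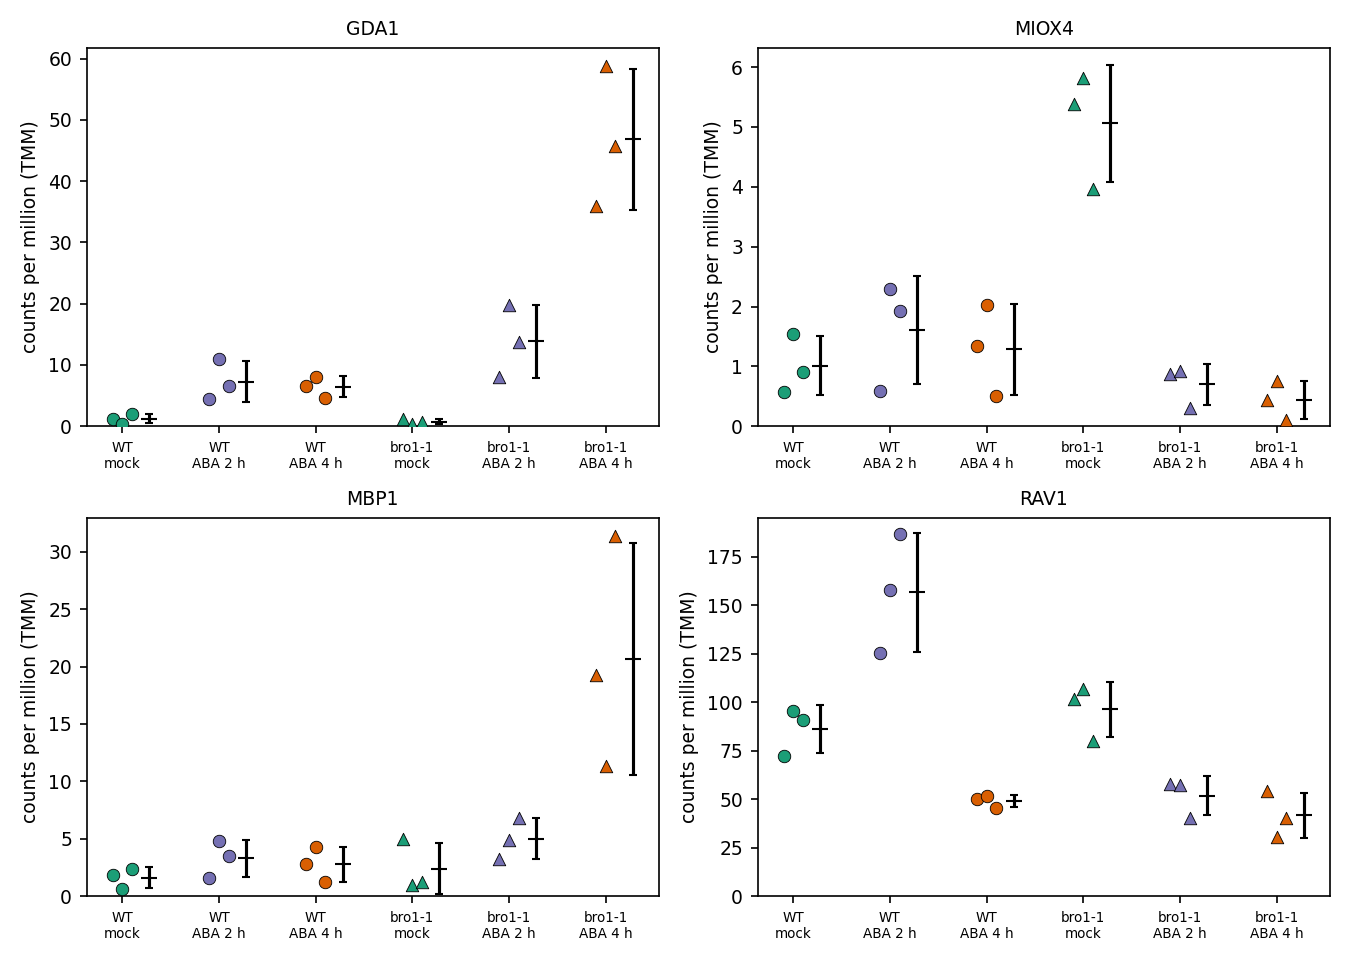
Normalized expression (CPM, vertical axes) of GDA1, MIOX4, MBP1 and RAV1 in each library, by genotype and treatment, with the mean and SD of each group of 3 libraries. After 4 h of ABA, GDA1 has means of 6.43 in WT and 46.8 in bro1-1 and MBP1 of 2.79 and 20.7.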

We then examined the transcript levels of the selected candidate genes in WT Col-0, *bro1-1* and OX7-5 seedlings with or without ABA treatment by qRT-PCR (**Figure 11**).

**Figure 11:**
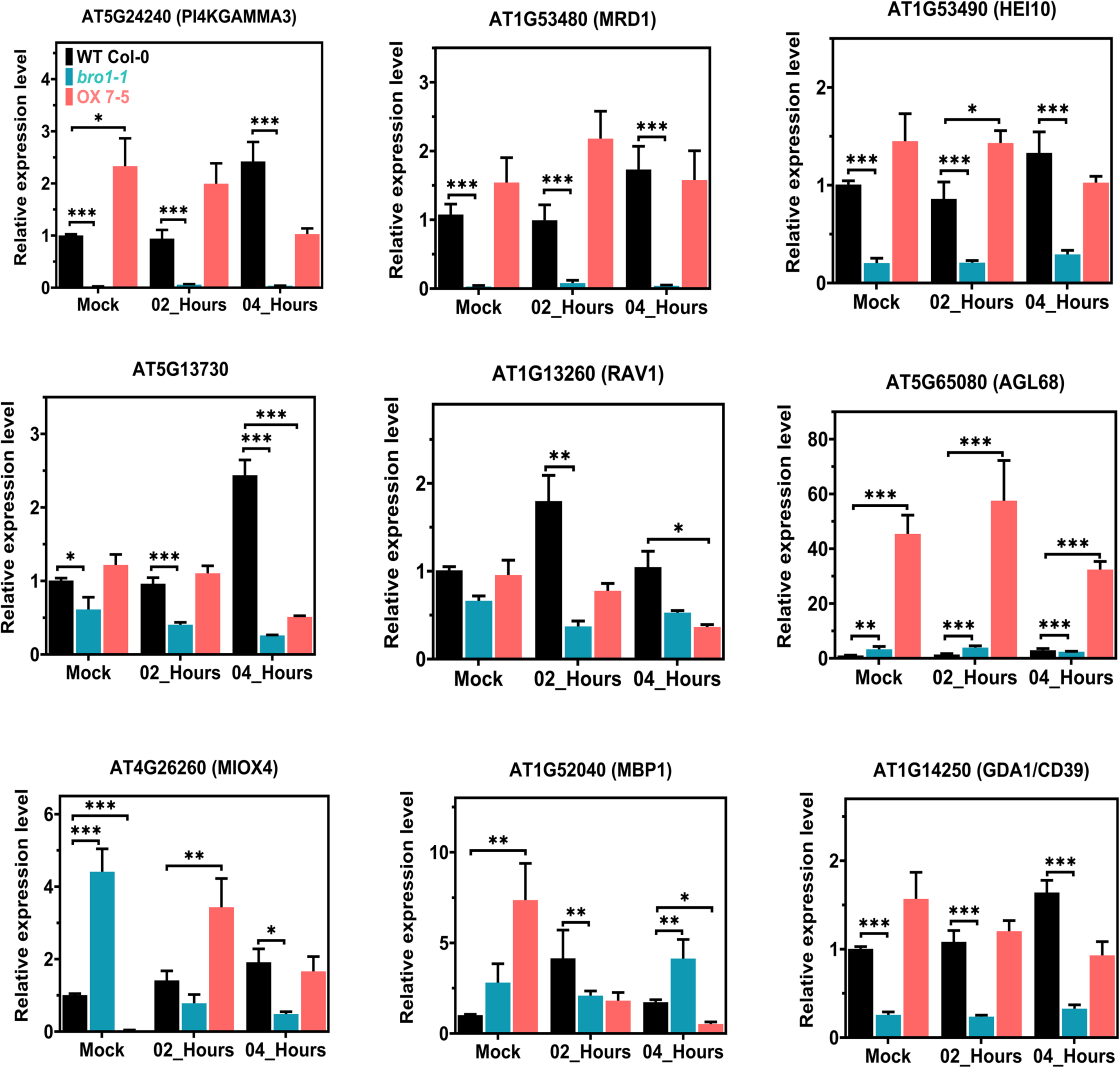
Transcript-level validation of RNA-seq analysis for ABA-responsive genes. Validation of the RNA-seq results by qRT–PCR analysis in WT Col-0, *bro1-1* and OX 7-5 lines. Seeds of WT Col-0, *bro1-1* and OX 7-5 lines were germinated on MS medium for two weeks and treated with or without 100 μM ABA for 2 and 4 h. Then RNA was extracted and selected genes were analyzed by qRT-PCR. Values plus standard errors of the mean (n=3 biological replicates with independent technical triplicates) are shown. Significant differences were determined by unpaired Student’s *t*-test: ∗∗∗P < 0.001, ∗∗P < 0.01, ∗P < 0.05.

The expression of PI4KGAMMA3/MOP9.5, MRD1, HEI10, AT5G12730, RAV1 and GDA1/CD39 was significantly lower in *bro1-1* than in WT. Interestingly, as we hypothesised, the expression of the majority of these genes, including PI4KGAMMA3/MOP9.5, MRD1, HEI10, AT5G12730 and GDA1/CD39, was upregulated in the OX7-5 line (**Figure 11**). However, the transcript levels of AGL68 and MBP1, which were clearly higher in *bro1-1* than in WT, were even more abundant in the OX7-5 line, as shown by the qRT-PCR results. Moreover, MIOX4 gene expression was higher in *bro1-1* than in the WT and OX lines without ABA, but was significantly lower in the *bro1-1* mutant line after 2 and 4 h ABA treatment compared to the WT and OX 7-5 lines. During ABA treatment, MIOX4 expression was upregulated in OX line compared to both WT and the *bro1-1* mutant after 2 h ABA treatment. Therefore, these co-regulated genes in the WT, *bro1-1* mutant and OX lines may directly or indirectly regulate the *AtBro1* gene. 

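In the RNA-seq libraries, GDA1 was higher in bro1-1 than in WT after 4 h of ABA, by a log2 fold change of 2.86 (standard error 0.262, adjusted p = 0.0236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.45e-20 to 0.202 over the alternatives), and differed by -0.74 (0.686, adjusted p = 1) at mock and 0.93 (0.404, adjusted p = 0.700) at 2 h. The primer pair listed for GDA1 in Table S1 is that of HEI10 and matches no GDA1 transcript. RAV1 was lower in bro1-1 at 2 h by -1.60 (standard error 0.203, adjusted p = 0.112 from the same edgeR test; 4.88e-09 to 0.542 over the alternatives), with no overlap between libraries, and changed by 0.16 (0.183) at mock and -0.22 (0.212) at 4 h, both less than 2 standard errors. MBP1 was higher at 4 h by 2.88 (standard error 0.497, adjusted p = 0.199 from the same edgeR test; 6.06e-07 to 0.573 over the alternatives), again with no overlap, and by 0.58 (0.754) at mock and 0.59 (0.430) at 2 h. At mock the direction for MBP1 rests on bro1-1 mock replicate 1, without which the log2 fold change was -0.53. AGL68 was higher by 1.28 (0.508) at 2 h and 1.84 (0.478) at 4 h, with adjusted p of 0.679 and 0.321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its libraries did not overlap at either time. MIOX4 was higher in bro1-1 at mock by 2.31 (standard error 0.408, adjusted p = 1 from the same edgeR test; 0.000821 to 1 over the alternatives), with no overlap between libraries, and lower by -1.19 (0.613) at 2 h and -1.57 (0.726) at 4 h, where the libraries overlapped. SIGD at 4 h (-1.71, standard error 0.230, adjusted p = 0.0918 from the same edgeR test) and HEI10 at 4 h (-2.6, 0.376, adjusted p = 0.0983) were lower in each bro1-1 library than in each WT library. Over the alternatives, the adjusted p ran from 5.31e-08 with DESeq2 to 0.382 for SIGD, and from 1.46e-07 with DESeq2 to 0.382 for HEI10. A separation in either direction arises by chance for 10% of genes with 3 libraries against 3.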

Overall, these results are consistent with the RNA-Seq results in WT Col-0 and the *bro1-1* mutant with or without ABA treatment.

## Discussion

Many physiological mechanisms in plants, such as the response to abiotic stress, seed dormancy and vegetative growth, are regulated by ABA (Cohen and Bray, 1990; Giraudat et al., 1994; Savouré et al., 1997; Gosti et al., 1999; Hoth et al., 2002; Yoshida et al., 2014; Sah et al., 2016). In our current study, we selected a gene responsive to ABA and abiotic stress conditions, *AtBro1*, which encodes a Bro1-like domain-containing protein in Arabidopsis. We investigated the role of *AtBro1* in the plant response to abiotic stress by physiological, biochemical and genetic characterisation of *bro1-1*, OX7-5, OX11-4 and OX16-5 plants. Our focus was on gaining a better understanding of the functional processes governed by AtBro1 during abiotic stress. In addition, we identified several antagonistic phenotypes of AtBro1-OX lines. To date, the various biological roles of the AtBro1 gene and its homologues in other plant species (**Figures 2B, C**) remain a mystery.

A Bro1-domain-containing protein has been reported to play a role in yeast, where cell proliferation is impaired in a *brol* mutant in the absence of sufficient nutrients, leading to decreased cell viability (Nickas and Yaffe, 1996; Odorizzi et al., 2003). In Arabidopsis, the plant Bro1 protein BRAF regulates FREE1 and vacuolar degradation of membrane cargo (Shen et al., 2016) and the deubiquitinating enzyme AMSH3 is regulated by ALIX (Kalinowska et al., 2015). In addition, a mutation in the Bro1 domain leads to altered vacuole morphogenesis (Cardona-López et al., 2015). In the current study, we found AtBro1 protein to be localized to the plasma membrane of the cell (**Figure 5**). Similarly, the AtOZF1 (Huang et al., 2011) and AtOZF2 (Huang et al., 2012) proteins localize to the plasma membrane and are also involved in the response to various abiotic stresses. Moreover, signaling events occur at the plasma membrane following extracellular ABA perception (Hubbard et al., 2010; Rodriguez et al., 2014) and membrane proteins involved in stress responses have putative functions in the repair and protection of membranes (Malakshah et al., 2007), as well as signal transduction (Osakabe et al., 2010). Several of our results also support the hypothesis that AtBro1 could be involved in the abiotic stress response through an ABA-dependent signal transduction pathway.

The abundance of *AtBro1* transcripts significantly increased in the presence of ABA, sodium chloride and mannitol (**Figure 3**), peaking after 2 h in all three cases, consistent with the notion that AtBro1 is involved in the response to multiple abiotic stresses. Furthermore, when driven by the *AtBro1* promoter, the GUS expression pattern (**Figure 4D**) reflects the qPCR results, showing expression in rosette leaves and floral clusters, especially in anthers. This is reminiscent of the tissue-specific localisation of *NPC2* gene activity (Krčková et al., 2018): there is no expression in roots, as also found for some of the AtβCA family genes. For example, AtβCA2p was completely absent in roots while expression was higher in floral clusters (Wang et al., 2014); AtβCA2p is also reported to be involved in stress responses (Miyazaki et al., 2021). The same observations have also been reported for the *AtSRP2* and *AtSRP3* genes, which are highly expressed in floral clusters but not in roots (Ahn et al., 2009) and are involved in stress responses (Laibach et al., 2018). pAtBro1-GUS expression was more prominent in seedling leaves after ABA treatment.

We found that the *bro1-1* knockout mutant is less sensitive to mannitol stress, but more sensitive to NaCl stress, than WT, as evidenced by seed germination rates and the proportion of green cotyledons in seedlings. In contrast, OX plants are hypersensitive to mannitol (**Figure 6**), but show improved salt tolerance during seed germination and seedling growth (**Figure 7**). The *bro1-1* mutant also shows early seed germination and less inhibition by ABA of seed germination and postgermination growth. On the other hand, AtBro1-OX lines are hypersensitive to the effects of ABA on germination and seedling growth. In a report on the Bro1-domain-containing protein, ALIX, the seed germination and root growth rate of *alix-1* mutant plants were also affected by ABA (García-León et al., 2019). As we observed that AtBro1 overexpression plants were hypersensitive to mannitol stress during seed germination, and showed drought avoidance compared with the wild-type and *bro1-1* mutant plants. Thus, it appears that AtBro1 may be involved in ABA-regulated, rather than osmotic-stress, responses. This is similar to the case with AtAIRP4, as AtAIRP4-OX plants are hypersensitive to osmotic stress during seed germination, but more resistant to drought stress (Yang et al., 2016). Interestingly, the phenotypes we observed in the Arabidopsis *bro1-1* mutant and OX lines after ABA treatment are similar to those reported for monocots (Kawakatsu et al., 2009; Tian et al., 2015; Wang et al., 2020). Moreover, our results are consistent with a previous study on the *AGL21* and *ARR5* genes: in the presence of various concentrations of ABA, *agl21* mutant seeds are more resistant to mannitol and ABA inhibition, while AGL21-OX seeds are more sensitive to ABA and mannitol during germination (Yu et al., 2017). Similarly, ARR5-OX transgenic plants show hypersensitivity to ABA during germination, whereas an *arr5* loss-of-function mutant is insensitive to ABA; ARR5-OX transgenic plants also displayed enhanced drought tolerance after re-watering compared with WT (Huang et al., 2018). Thus, these results lead us to hypothesise that AtBro1 is involved in the plant response to ABA and mannitol stress conditions. Electrolyte leakage is a marker of cell membrane damage in plants (Bandurska and Gniazdowska-Skoczek, 1995; Gopi et al., 2007; Radoglou et al., 2007; Khair and Karim, 2015). Under normal growth conditions, the phenotype and membrane integrity of WT, *bro1-1* and OX lines are similar. However, when subjected to drought, the *bro1-1* mutant clearly performs less well than OX lines and WT plants. Indeed, the OX lines are less likely to wilt and show less electrolyte leakage than WT and the *bro1-1* mutant, and this is associated with an improved survival rate in the transgenic plants (**Figure 8**). These results suggest that AtBro1 plays an important role in maintaining cell membrane integrity, thereby reducing water loss during drought stress (Osakabe et al., 2010). Taken together, our data show that AtBro1 overexpression confers superior tolerance to drought.

We also found that many stress-response genes associated with ABA biosynthesis, ABA signalling and stress responses were upregulated following ABA treatment (**Figure 9**). Several stress-related genes, including SnRK2.3, NCED3, AAO3, and RD29B, are highly expressed in AtBro1-OX plants compared to WT Col-0, whereas ABA1 and RD29A expression decreased in OX lines. Changes in transcript levels are indicative of the degree of stress sensitivity or tolerance under harsh conditions (Wan and Li, 2006; Ebrahimian-Motlagh et al., 2017; Li et al., 2019). The increased drought tolerance observed in AtBro1-OX plants is likely controlled by different endogenously produced ABA levels and altered ABA responses. ABA biosynthesis is influenced by the induction of several genes, including *NCED3* and *AAO3* (Wan and Li, 2006; Vishal and Kumar, 2018). Our qRT-PCR experiments show that AtBro1 affects the transcript levels of various stress-related genes, such as *RD29B*, *SnRK2.3*, *AAO3* and *NCED3*. ABI1 and ABI2 are type 2C serine/threonine phosphatases that act as key regulators in the responses of Arabidopsis to ABA and salt stress (Merlot et al., 2001; Ohta et al., 2003). From our results, it seems likely that, under ABA-treatment conditions, AtBro1 exerts regulatory control upstream of such ABA- or stress-related genes.

To study the role of AtBro1 at the level of transcriptional regulation and gain insight into the possible biological mechanisms by which it exerts its function, analysis of RNA-sequencing data was performed. Transcriptome and Gene Ontology analysis of *bro1-1* versus WT Col-0 plants with or without ABA treatment revealed that AtBro1 affects various biological functions, especially the cellular response to ABA stimulus, the response to biotic stimulus, and the regulation of stress responses. GO analysis showed that numerous genes are significantly enriched in terms related to external stimulus, response to hormone, defence response and hormone-mediated signalling pathway. This indicates that the enhanced seed germination of the *bro1-1* mutant may be due to increased ion and osmotic signalling; this signalling can induce downstream stress-responsive genes, such as the genes that respond to ABA, as shown in **Figures 10B, C** and **Supporting Information Tables S2**–**5**. These genes are involved in abiotic stress responses and contribute to plant resistance to various stress factors when overexpressed (Golldack et al., 2014; Lim et al., 2022). This analysis confirms that ABA-regulated genes are involved in AtBro1-mediated abiotic stress tolerance.

A number of transcription factors, kinases and phosphatases are involved in stress-induced hormonal signalling and may also be involved in the regulatory mechanisms occurring in seeds (Oracz and Karpiński, 2016). E3 ligases are also implicated in hormone signalling (Kelley, 2018). 

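In WT, PI4KGamma3, also named MOP9.5, had 21.8 ± 6.38 CPM (SD, n = 3) after 2 h and 28.4 ± 3.58 after 4 h of ABA, and in bro1-1 0.768 ± 0.361 and 0.934 ± 0.320. MRD1 had 31.5 ± 2.2 and 25.0 ± 1.60 in WT, below its level in WT mock, and 0.317 ± 0.174 and 0.192 ± 0.0278 in bro1-1. HEI10, which overlaps MRD1 on the other strand, had 6.85 ± 1.19 and 7.44 ± 2.02 in WT and 0.796 ± 0.0712 and 1.21 ± 0.488 in bro1-1. MIOX4 had 1.61 ± 0.898 and 1.29 ± 0.761 in WT, and 0.700 ± 0.344 and 0.434 ± 0.319 in bro1-1. For PI4KGamma3, HEI10 and MIOX4 in WT, the change from mock was no larger than the larger SD of the groups compared, apart from PI4KGamma3 at 4 h. In bro1-1, MIOX4 fell from 5.06 ± 0.970 at mock and HEI10 from 1.86 ± 0.321, while PI4KGamma3 rose from 0.368 ± 0.140. These changes exceeded the larger SD at both times, whereas the fall of MRD1 in bro1-1, from 0.750 ± 0.623 at mock, did not.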

Various abiotic stress-responsive genes were repressed or induced by ABA treatment according to the RNA-sequencing data (**Figure 10D**), including MOP9.5, MRD1, HEI10 and MIOX4, which have previously been shown to be regulated by abiotic stress or ABA (Akhter et al., 2016; Nepal et al., 2020; Kim et al., 2022; Singh et al., 2022). The AtPI4Kgamma3/MOP9.5 gene is involved in the regulation of Arabidopsis PtdI4 kinase and in the response to high salt conditions or ABA treatment. It is highly induced at early developmental stages and its expression is also high in the reproductive organs (Akhter et al., 2016). Furthermore, MOP9.5 expression increases specifically in a mutant of *AtCAF1b*, which is activated in response to abiotic stress (Walley et al., 2010). The MOP9.5 gene is hypomethylated and its transcript level is reduced in an EARLY FLOWERING IN SHORT DAYS (EFS) mutant (Cheng et al., 2018). In a previous study, it was reported that AtMRD1 expression is lower in both rosette and young silique tissues of a *mto1-1* knockout. MTO1-RESPONDING DOWN 1 (MRD1) is controlled by OZF1 at the transcriptional level in the response to salicylic acid and promotes defence in Arabidopsis (Singh et al., 2022). MRD1 is downregulated in *sdg4* mutant flowers and SDG4 is involved in the modulation of genes that have a role in pollen-tube growth (Cartagena et al., 2008). HEI10 is considered to be a ubiquitin or SUMO E3 ligase involved in the control of crossover formation in various eukaryotes (Pyatnitskaya et al., 2019). Strong interactions have been observed between HEI10 and other proteins involved in interference-sensitive meiotic crossovers and crossover positioning (Li et al., 2021; Morgan et al., 2021; Nageswaran et al., 2021; Durand et al., 2022). It is also thought that HEAT SHOCK FACTOR BINDING PROTEIN (HSBP) inhibits the expression of HEI10 (Kim et al., 2022). In our study, we observed that the represention of PI4KGAMMA3/MOP9.5, MRD1 and HEI10 in the transcriptome decreased in *bro1-1* mutant plants compared to WT, but was higher in OX lines during ABA treatment (**Figure 11**).

It has been reported that Arabidopsis lines overexpressing a myo-inositol oxygenase gene (MIOX4) show improved photosynthetic efficiency (Nepal et al., 2019) and are less affected by salt, cold and heat (Lisko et al., 2013; Nepal et al., 2020). MIOX4 expression, which severely disrupts normal plant growth and development, is induced in EsWAX1-OX lines (Zhu et al., 2014). Nevertheless, we observed that MIOX4 is highly induced in the AtBro1 mutant compared to WT and the AtBro1-OX lines, while it is expressed at lower levels in the *bro1-1* mutant line after 2 and 4 h ABA treatment (**Figure 11**), indicating that MOP9.5, MRD1, HEI10 and MIOX4, genes function directly or indirectly in the regulation of AtBro1 and also in the abiotic stress response in Arabidopsis. Further research is needed to fully elucidate the function of MOP9.5, MRD1, HEI10 and MIOX4 along with the *AtBro1* gene and to understand the regulatory interactions between these genes.

## Conclusion

Plants can adapt to range of environments and respond to unfavourable conditions by distributing resources to cope with stress-related factors and by slowing or stopping growth. It is important to understand the molecular mechanisms underpinning these responses and, in our study, we have addressed the role of a crucial regulator, the plasma membrane-localised protein AtBro1, which is involved in the response to abiotic stress conditions when environmental stress factors are absent or act at low levels. And as we shown that *AtBRO1* has orthologs in different crop plants so it will be interesting to observe regulation of Bro1-domain containing protein in different other crops during abiotic stress. AtBro1 regulates plant stress tolerance by increasing or decreasing the expression of a large number of stress-responsive target genes, including MOP9.5, MRD1, HEI10 and MIOX4, to maintain ion homeostasis and other critical stress response elements (**Figure 12**). Our study suggests that AtBro1 is involved in balancing plant stress responses and growth, and is thus a promising candidate for interventions that improve plant stress resistance.

**Figure 12:**
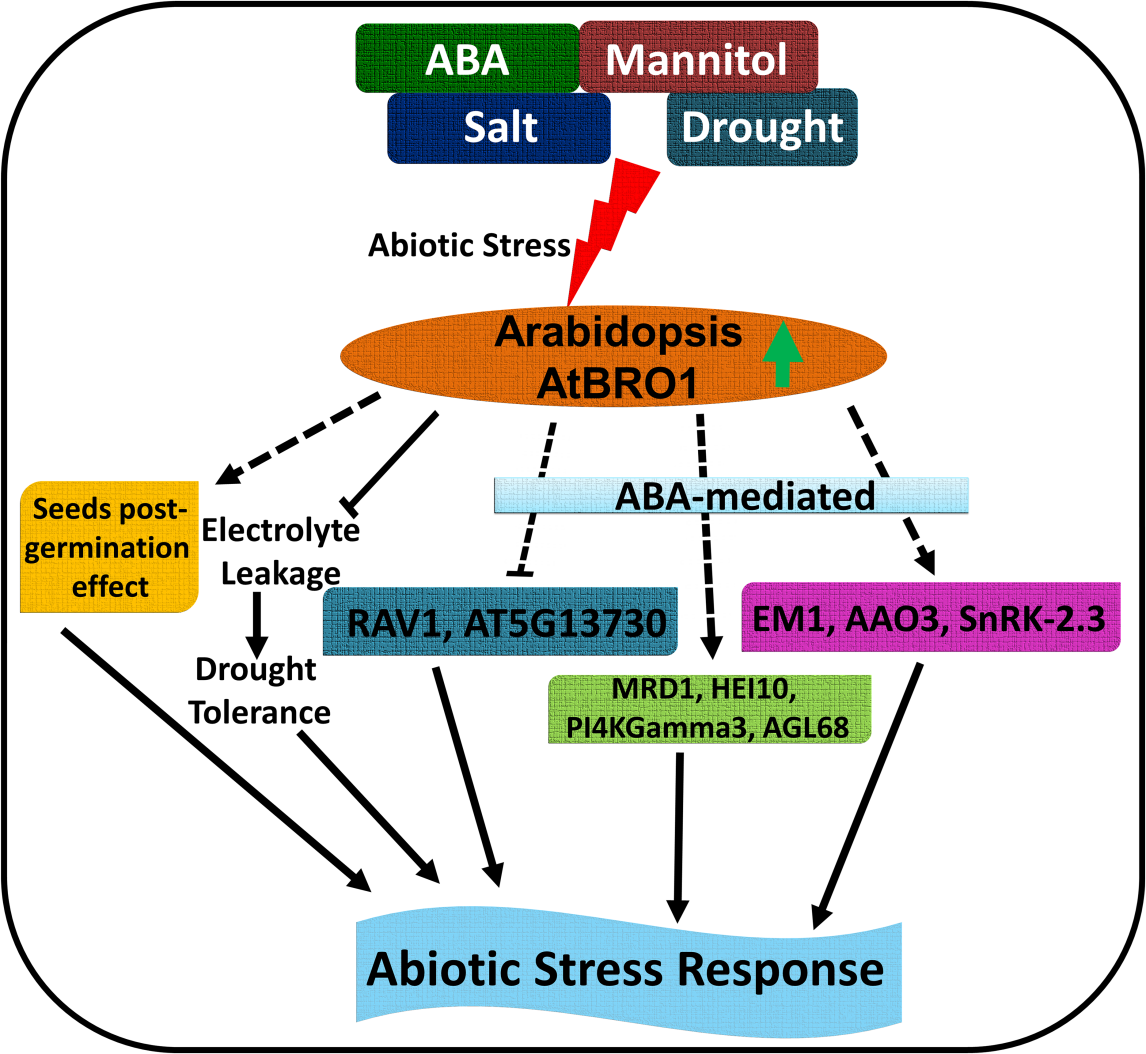
Schematic model of the role of AtBro1 in the plant response to abiotic stress. Green up-directed arrow shows upregulation of AtBro1 in response to abiotic stress. Blunt arrows (┴) indicate inhibition. Arrows at the end of solid lines indicate positive and direct or indirect regulation; arrows at the end of dashed lines indicate hypothetical or indirect regulation.

## Data availability statement

The original contributions presented in the study are included in the article/supplementary material, further inquiries can be directed to the corresponding author/s. The RNA-Seq data have been deposited for public use in the Gene Expression Omnibus (GEO) under accession number GSE225062. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225062.

## Author contributions

Conceptualization, AL and SM. Methodology, SM, and MS. Validation, SM, MS and AL. Formal analysis, AL and SM. Investigation, SM, and MS. Data curation, SM and MS. Writing—original draft preparation, SM. Writing—review and editing, SM, MS and AL. Visualization, SM. Supervision, AL. Project administration AL. Funding acquisition, AL. All authors contributed to the article and approved the submitted version.

# Supplementary material for: The Bro1-like domain-containing protein, AtBro1, modulates growth and abiotic stress responses in Arabidopsis
**Source:** Front Plant Sci. 2023 May 12;14:1157435. doi: 10.3389/fpls.2023.1157435

**Supporting Information**

**Figure S1.** Identification of AtBro1 overexpression transgenic lines.

**Figure S2:** Response of *bro1-1* mutant and complementation lines to abscisic acid (ABA) and mannitol in seed germination.

**Figure S3:** Salt stress response of *bro1-1* mutant and complementation lines (Comp-1 and 2) in seed germination.

**Figure S4.** MA-plots were generated for WT Col-0 and *bro1-1* mutant with mock, ABA 2-hour, and 4-hour group comparisons.

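The sequences of Table S1 were matched to the annotated TAIR10.1 transcripts. The pair listed for GDA1 (AT1G14250) is identical to the pair listed for HEI10 (AT1G53490): it gives a product of 142 bases on HEI10 and none on GDA1. The pair for MRD1 (AT1G53480) gives 126 bases, and its reverse primer also lies in AT1G07887 and HEI10, which overlap MRD1. The qPCR pair for AtBro1 gives 186 bases, and its forward primer also matches the paralog AT1G17940. The RT-PCR and qPCR pairs for AtBro1 lie on the 3′ side of intron 6.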

**Table S1.** Primers used in this study.

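Table S2 gives DESeq2 results for ABA 2 h against mock in WT, of which 1998 of 4174 listed genes could be read here, 314 of them up and 1684 down. DESeq2, run on the deposited expected counts of the 6 WT libraries, gave a mean count within 1% of the listed value for 1998 of the 1998 genes. The highest FDR among them is 0.0595, and 54 are at or above 0.05. At an adjusted p under 0.06, DESeq2 called 2490 genes up and 1684 down here, a total of 4174. Overlaps with the genes called by edgeR were not computed, since only part of the table was read.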

**Table S2.** List of assembled transcripts that were up-regulated or down-regulated (log2 fold change (log2FC) > 1 or <-1, false discovery rate (FDR ) < 0.05) in WT ABA 02 Hours vs Mock WT Col-0 Arabidopsis seedlings.

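Table S3 gives the corresponding results for ABA 4 h against mock in WT, with 1998 of 4838 listed genes readable here (147 up, 1851 down), and a highest FDR of 0.0598. The mean count of DESeq2 on the 6 WT libraries lay within 1% of the listed value for 1995 of the 1998 genes. At an adjusted p under 0.06, DESeq2 called 2987 genes up and 1853 down.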

**Table S3.** List of assembled transcripts that were up-regulated or down-regulated (log2 fold change (log2FC) > 1 or <-1, false discovery rate (FDR ) < 0.05) in WT ABA 04 Hours vs Mock WT Col-0 Arabidopsis seedlings.

**Table S4.** List of assembled transcripts that were up-regulated or down-regulated (log2 fold change (log2FC) > 1 or <-1, false discovery rate (FDR ) < 0.05) in *bro1-1* mutant with ABA 02 Hours vs WT with ABA 02 Hours Seedlings

**Table S5.** List of assembled transcripts that were up-regulated or down-regulated (log2 fold change (log2FC) > 1 or <-1, false discovery rate (FDR ) < 0.05) in *bro1-1* mutant with ABA 04 Hours vs WT with ABA 04 Hours Seedlings

**Table S6.** Gene Ontology and KEGG pathway enrichment analysis of up-regulated or down-regulated genes in WT ABA 02 Hours vs Mock WT Col-0 Arabidopsis seedlings

**Table S7.** Gene Ontology and KEGG pathway enrichment analysis of up-regulated or down-regulated genes in WT ABA 04 Hours vs Mock WT Col-0 Arabidopsis seedlings

**Table S8.** Gene Ontology and KEGG pathway enrichment analysis of up-regulated or down-regulated genes in the *bro1-1* mutant with ABA 02 Hours vs WT with ABA 02 Hours Arabidopsis Seedlings.

**Table S9.** Gene Ontology and KEGG pathway enrichment analysis of up-regulated or down-regulated genes in the *bro1-1* mutant with ABA 04 Hours vs WT with ABA 04 Hours Arabidopsis Seedlings

**FIGURE S1**:

**Identification of AtBro1 overexpression transgenic lines.**

Quantitative RT-PCR (qRT-PCR) of ATBro1 transcripts in WT Col-0 and T2 transgenic overexpression lines of ATBro1 to select independent overexpression lines for further experimental analysis, and the actin2 gene was used as an internal control.

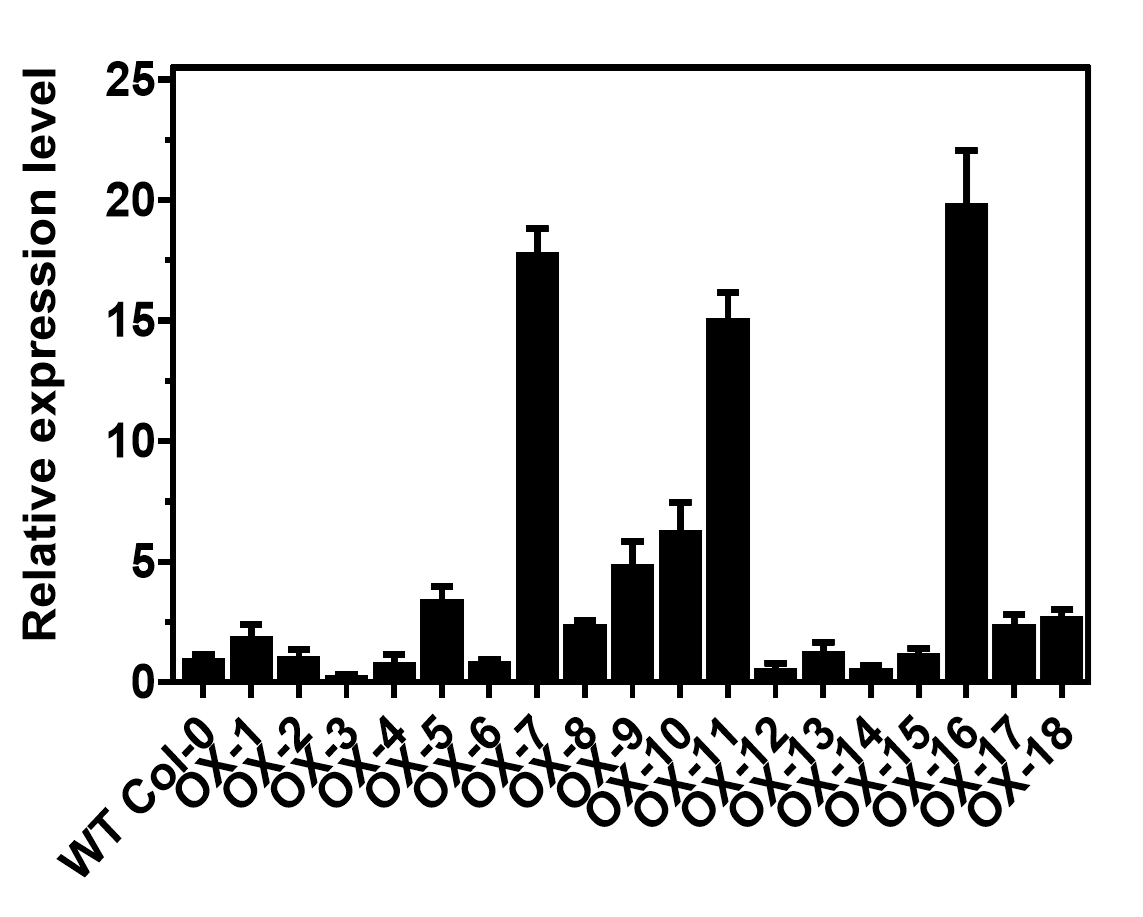

**FIGURE S2:**

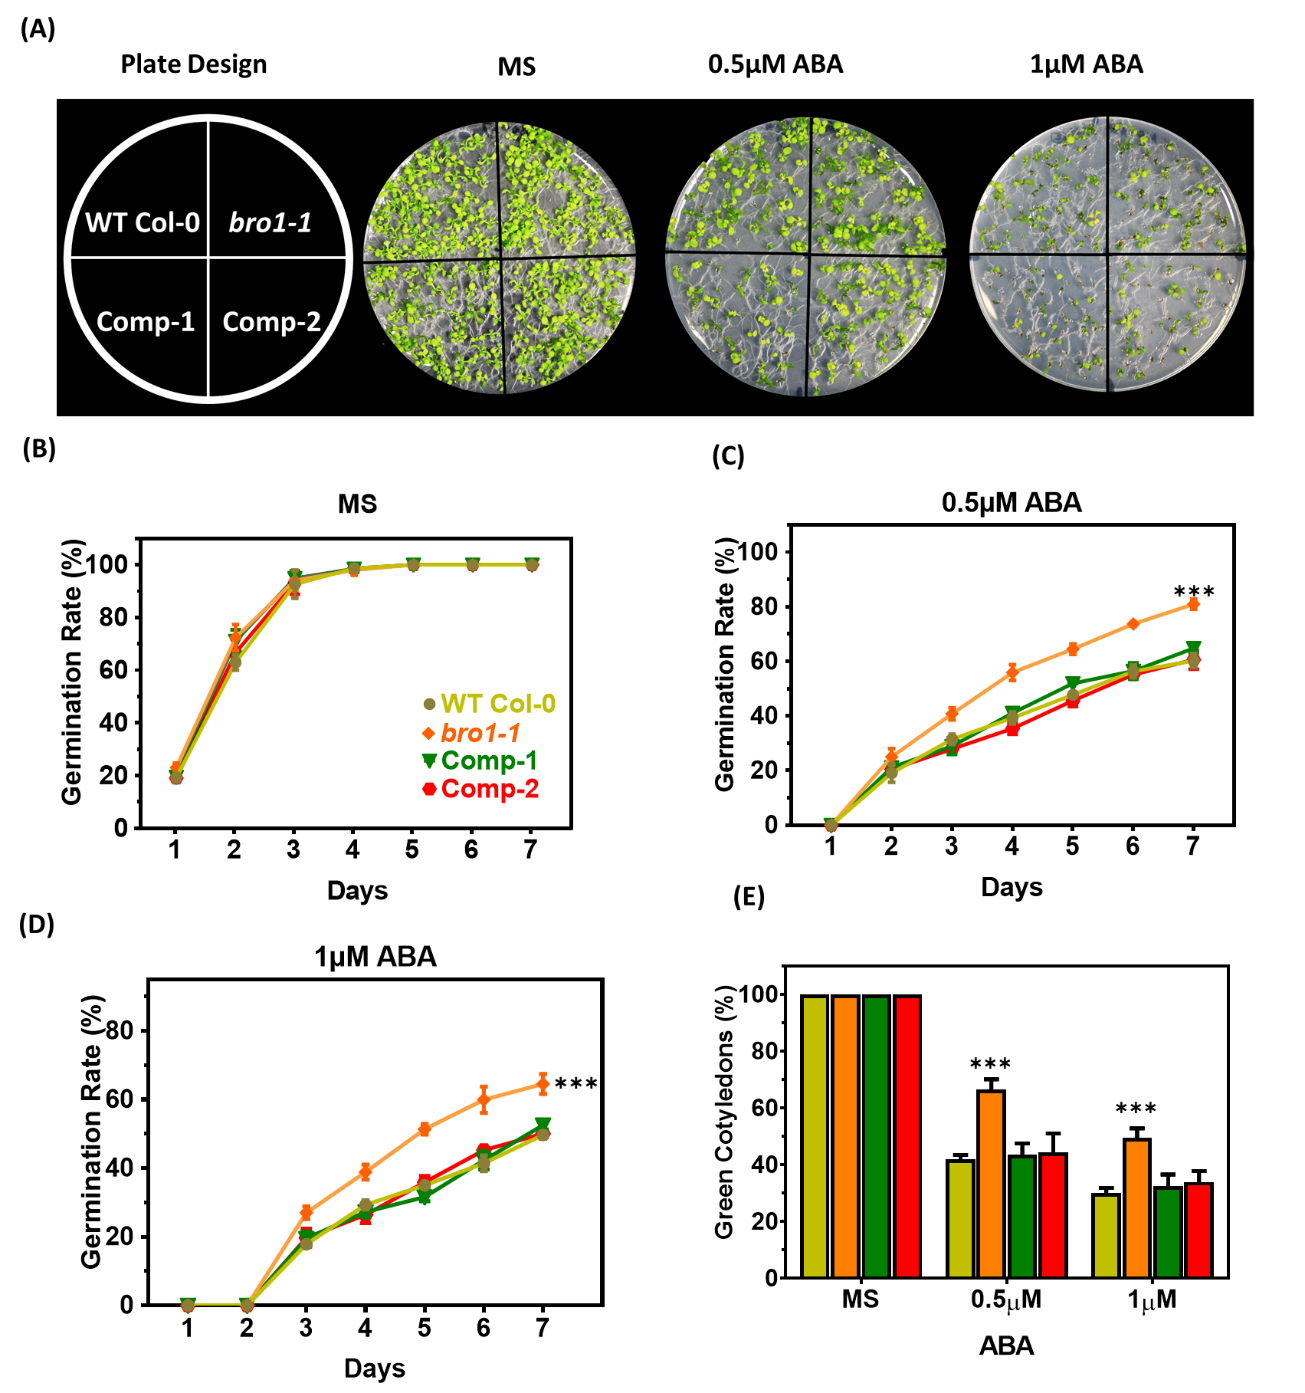
**Response of *bro1-1* mutant and complementation lines to abscisic acid (ABA) and mannitol in seed germination**. (A and F) Seed germination phenotypes. Vernalized seeds of Arabidopsis thaliana WT (Col-0), knockout mutant (*bro1-1*), and complementation lines (Comp-1 and 2) were sown on a Murashige & Skoog (MS) medium or MS medium containing 0.5 μM or 1 μM ABA and an MS medium or MS medium containing 250mM and 300 mM mannitol grown for 9 d before the images were recorded on 12^th^ day. Seed germination curves; germination rates for ABA treatment (B-D) and for mannitol (G-I) were calculated at the indicated time for the lines and treatments in (A) and (F). At least 50 seeds per genotype were measured in each replicate. Seeds from independent lines were used for replicates. Cotyledon greening ratio; green cotyledon ratios for ABA treatment (F) and for mannitol (J) were counted on Day 10 after the end of vernalization. All data are mean values of three biological replicates ± SE. The significant difference was determined by t-test: ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001, and ns=non-significant.

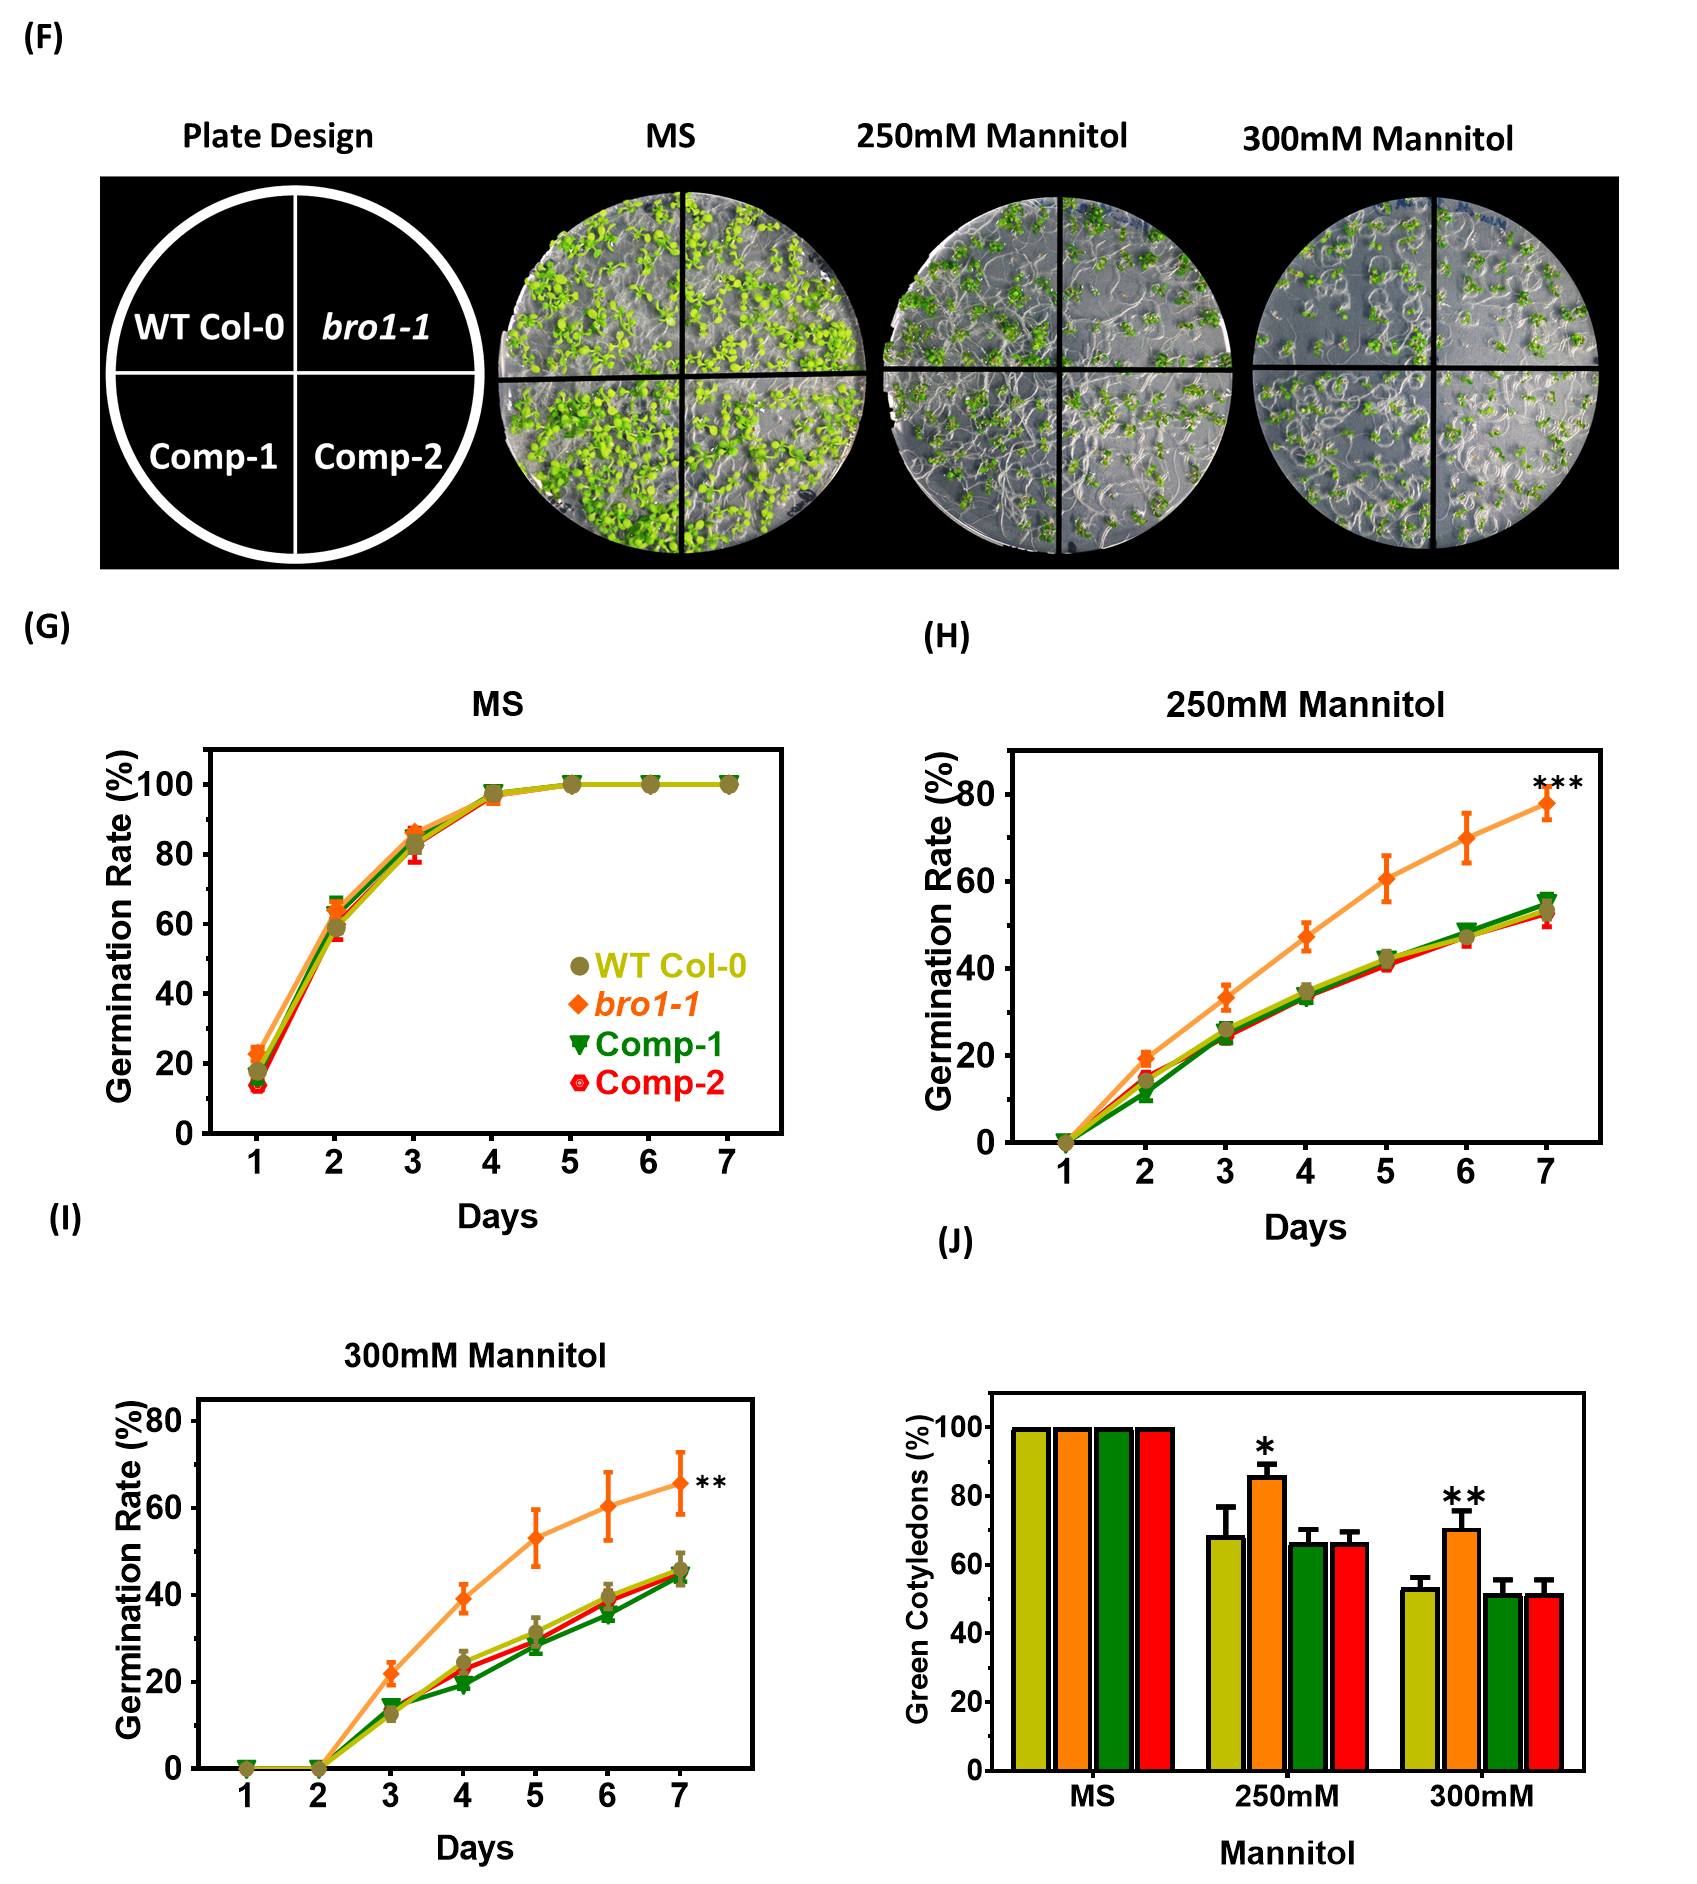

**FIGURE S3:**

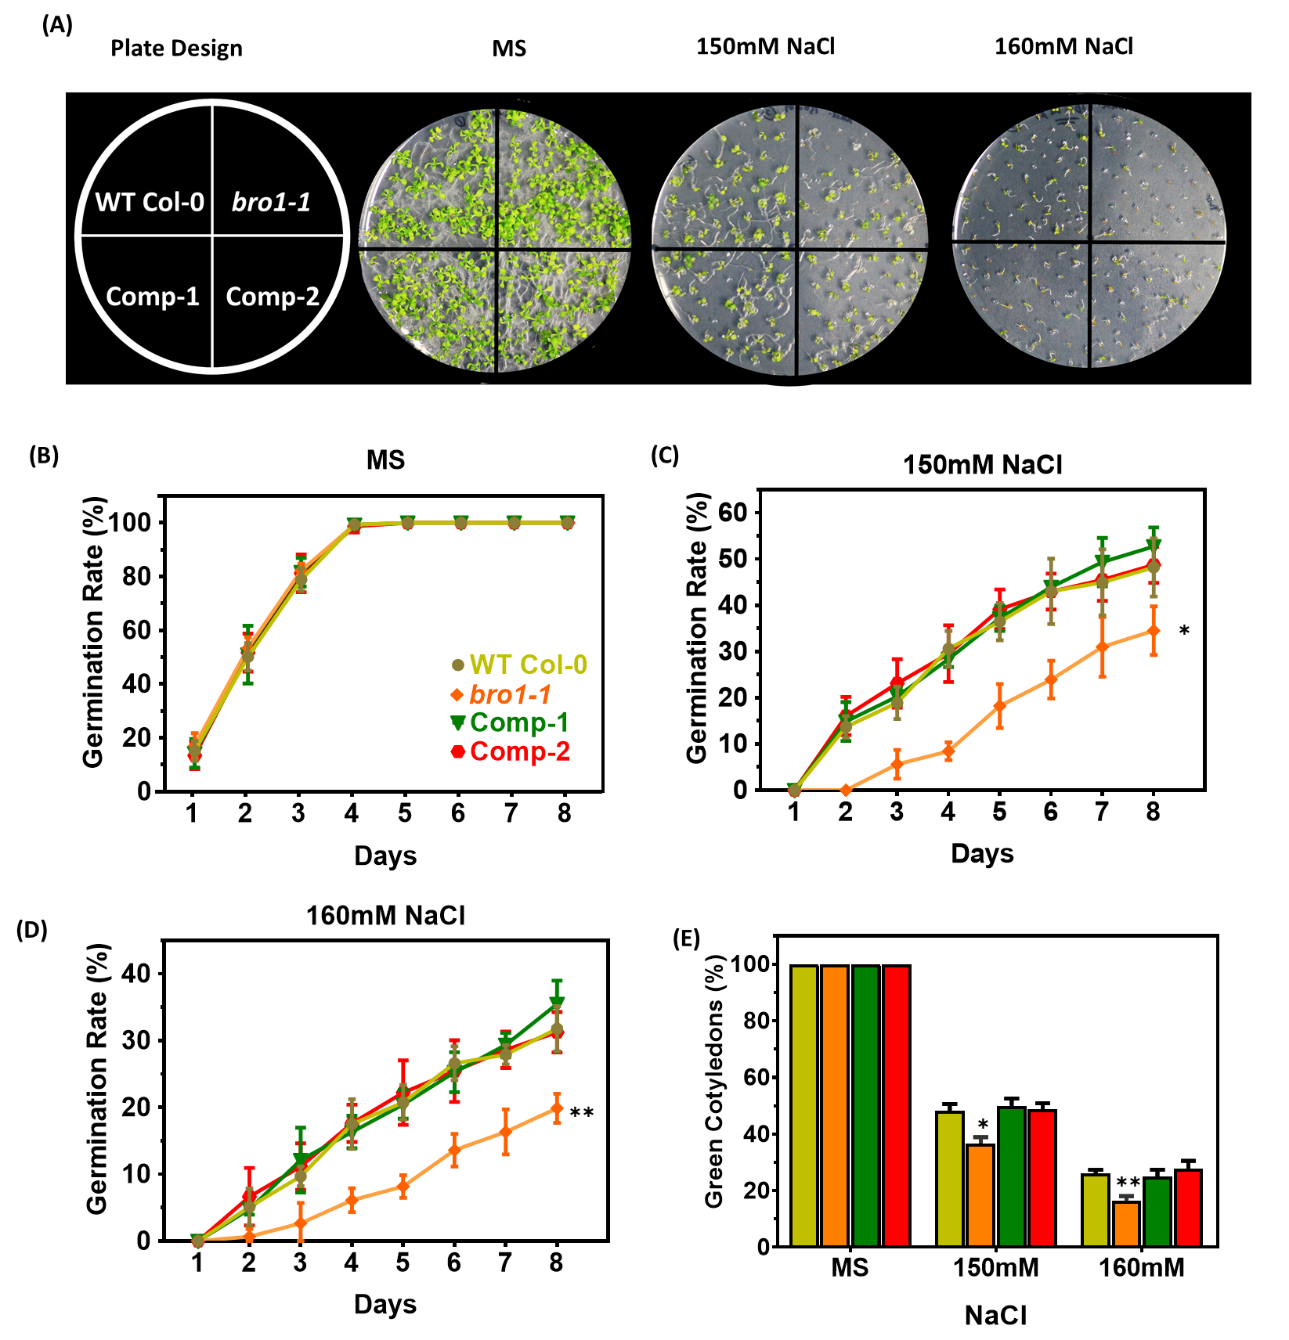
**Salt stress response of *bro1-1* mutant and complementation lines (Comp-1 and 2) in seed germination.** Seed germination percentages of the indicated genotypes grown on an MS medium or MS medium containing 150 and 160mM NaCl were quantified every day from the 1st day to the 7th day after sowing. Cotyledon-greening percentages were recorded on the 9th day. Three independent experiments were conducted, with at least 50 seeds per genotype in each replicate. Values are mean ± SD of three replications. (A) Photographs of seedlings grown on different media on day 8 after the end of stratification. (B–C) Seed germination rates of indicated genotypes grown on different media. (D) Green cotyledon ratio at day 9 after the end of stratification. All data are mean values of three biological replicates ± SE. The significant difference was determined by Student’s *t-test*: ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001, and ns=non-significant.

**FIGURE S4:**

**MA-plots were generated for WT Col-0 and *bro1-1* mutant with mock, ABA 2-hour, and 4-hour groups comparisons.** The MA-plots illustrate the distribution of the log fold change of the differentially expressed genes. Genes that are significantly differentially expressed are highlighted in blue, while those that are not, are displayed in grey. For each of the graphs the Y-axis shows the log fold change, and X-axis shows the mean normalized counts. Differentially expressed genes were determined using *DESeq2* (*False discovery rate*; *FDR* < 0.05).

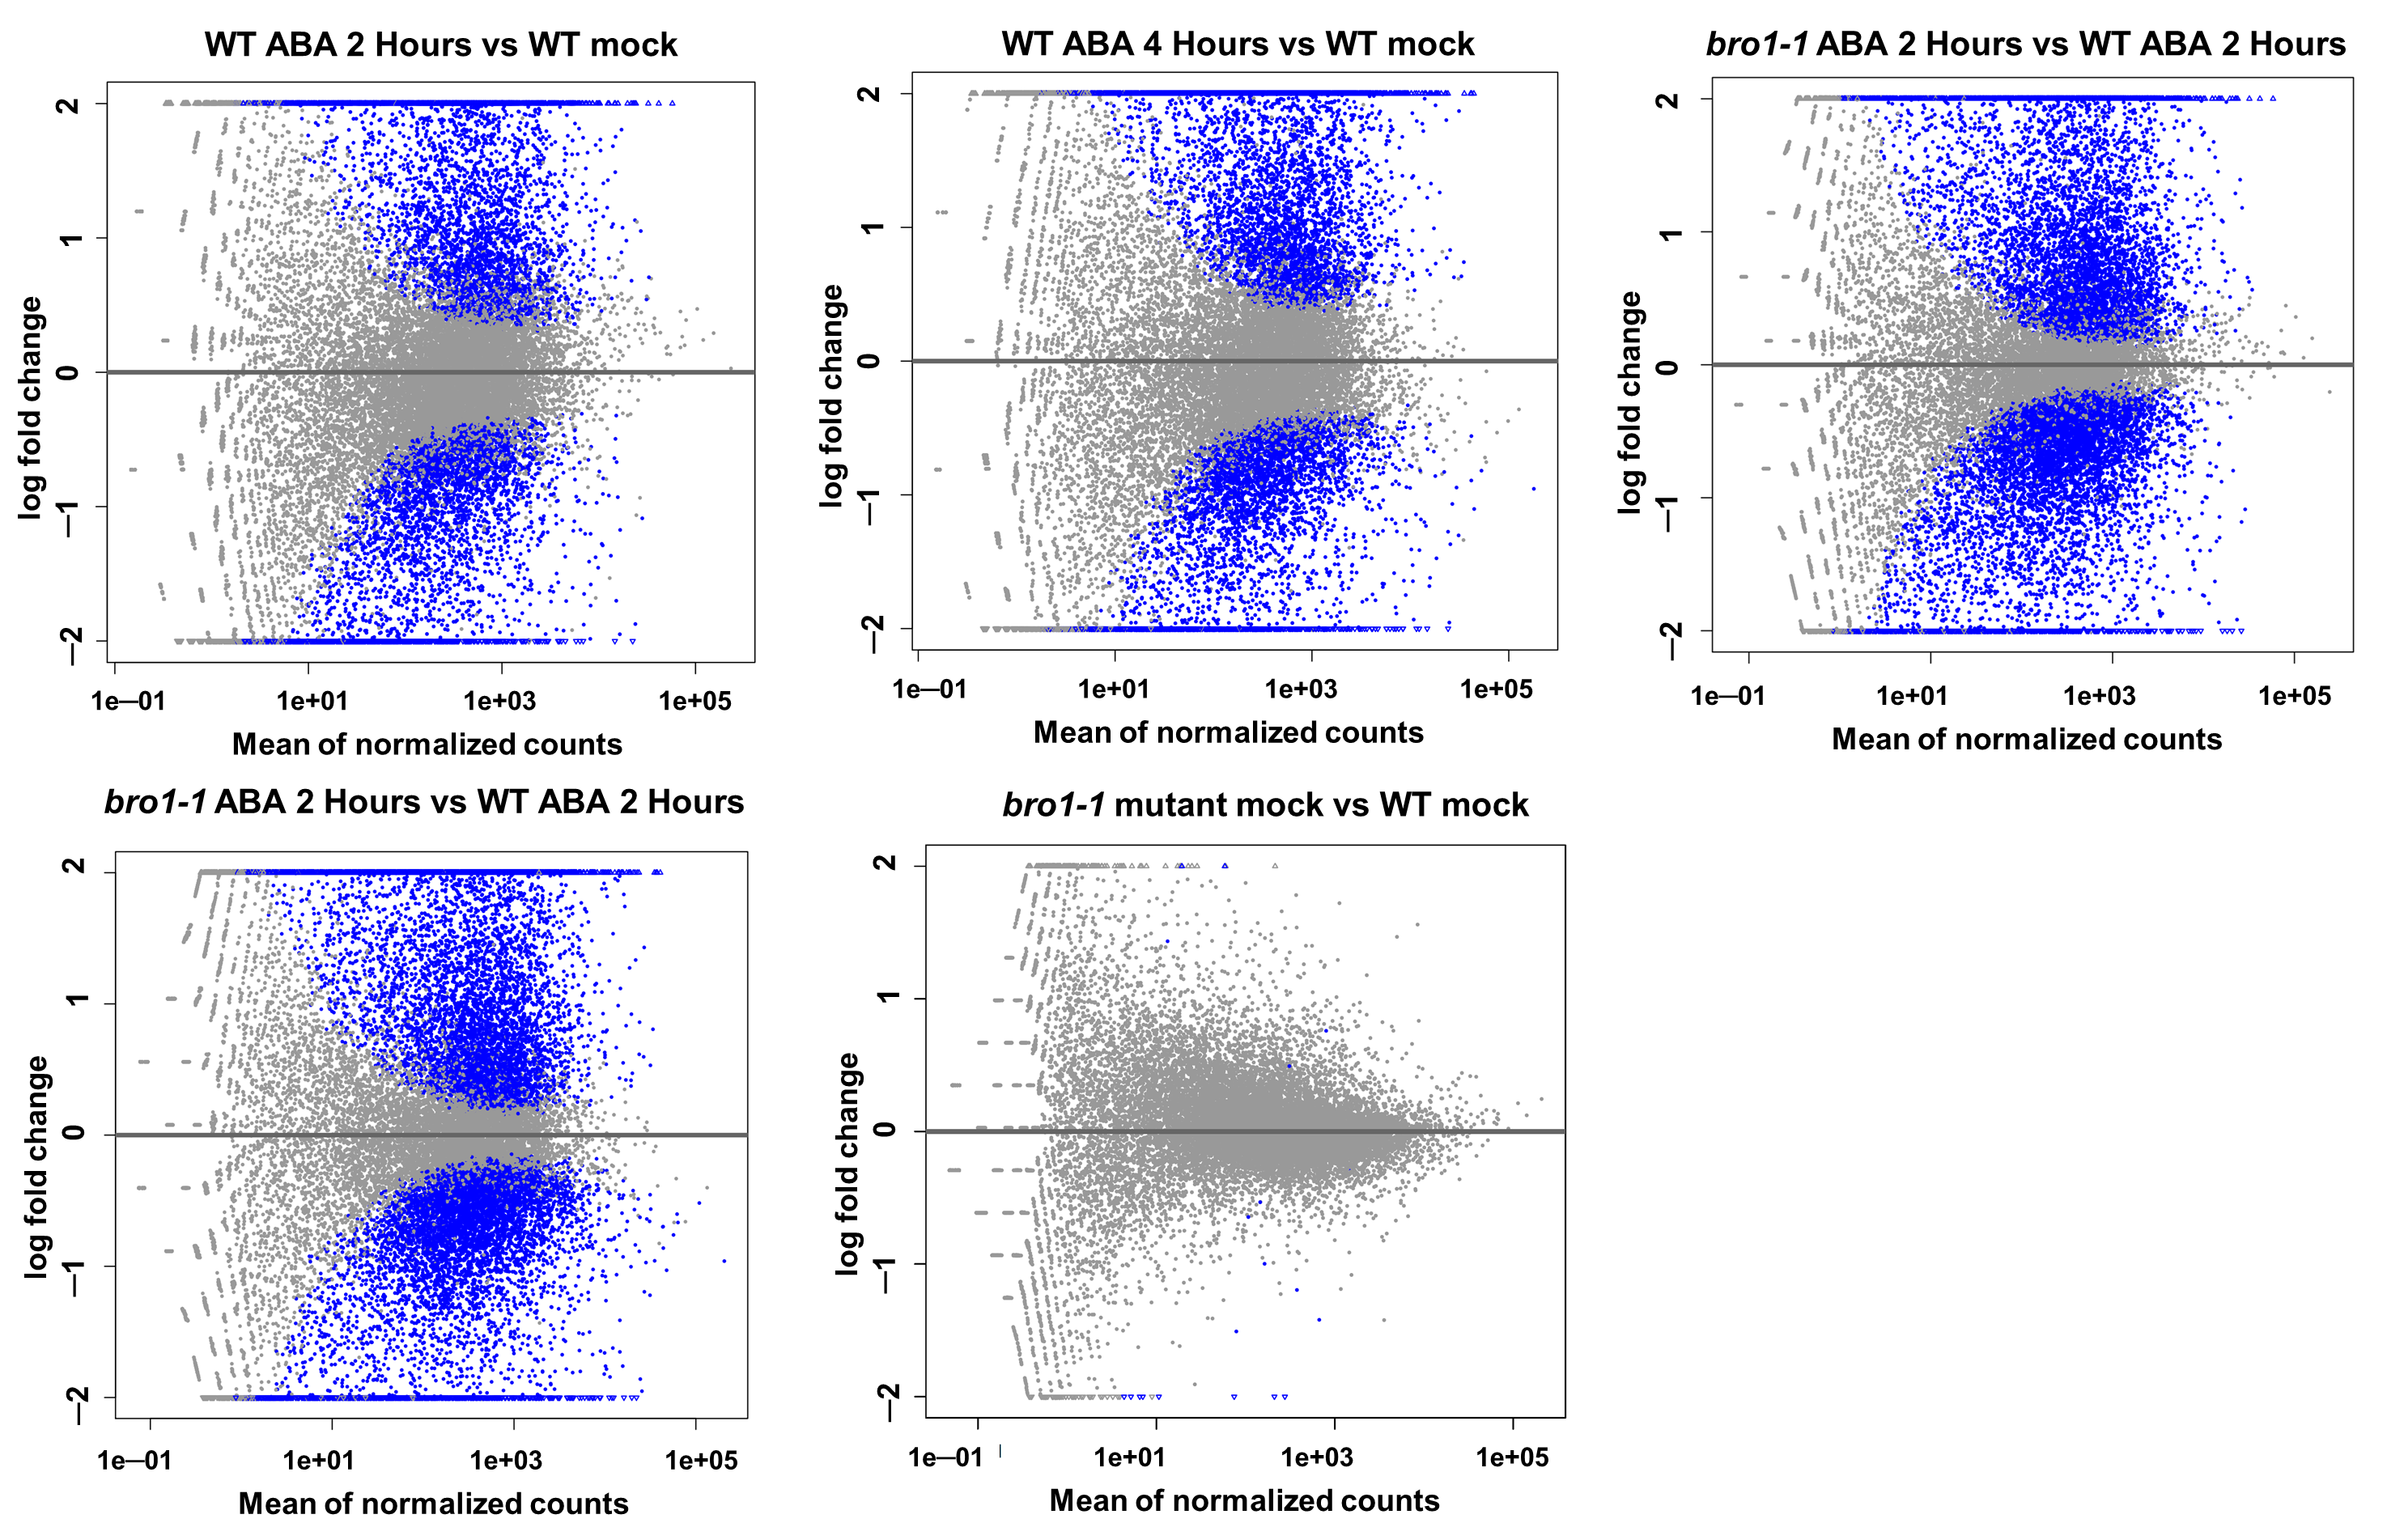

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

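Gene expression was measured by RNA sequencing in 18 libraries of Arabidopsis seedlings aged 2 weeks: WT and bro1-1, each at mock (0 µM ABA) and after 100 µM ABA for 2 h or 4 h, with 3 libraries per group. The authors checked the reads with FastQC, trimmed them with BBDUK2, discarded reads that map to ribosomal RNA with Bowtie 2, and estimated expression with RSEM. The deposited values are, for each library, RSEM expected counts per gene, which are not normalized between libraries, and TPM, which RSEM scales within each library. Between 1.77% and 2.06% of the expected counts in a library are not whole numbers. The authors tested these values with DESeq2 at its default settings and called genes at a fold change above 2 or below 0.5 and an adjusted p of 0.05. The genome build, the annotation release and the strand setting of their mapping are not stated.

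The comparisons, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. Every file lists 32833 genes, of which 32548 are in the TAIR10.1 annotation by identifier; the 133 chloroplast and 152 mitochondrial genes were counted but not given positions. A count above 0 in at least 1 library was found for 25604 genes. Totals of expected counts per library ran from 15568032 to 17853167, so that a count of 1 in the smallest groups lay near 0.06 CPM, and a group at or under 3 counts in each library was treated as lying at the floor. A fold change against such a group is given only as a lower bound. The 10 genes with the highest counts held 3.89% to 8.10% of a library, and chloroplast genes 0.0148% to 0.0437%.

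Expected counts were rounded and analysed with edgeR 4.0.16 in R 4.3.3: filterByExpr removed genes with low counts, TMM gave the scaling factors, and the quasi-likelihood test gave p-values, adjusted by the Benjamini-Hochberg method over the genes tested. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1. ABA at 2 h and 4 h was compared with mock within each genotype, and bro1-1 with WT at mock, 2 h and 4 h, each on the 6 libraries of the groups compared. The interaction of genotype and ABA was tested on 12 libraries, and the genotype effect across time points on all 18 with the time point as a factor. The replicate numbers do not pair libraries of different groups, so no pairing by number entered these fits. At mock, the deviations of single libraries from their group correlated between the genotypes from -0.553 to 0.599 over pairs of libraries. Spread shared between libraries in this way was not modelled. Normalized counts (CPM) use TMM factors over all 18 libraries, whereas each test recomputed the factors on its own libraries. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic of the test. Group values are means with the SD of 3 libraries. A comparison of single values in 3 libraries against 3 has a smallest exact p of 0.1. The responses of the genotypes to ABA were compared by the slope of a total least squares line over the genes called in either, with a jackknife over libraries for its standard error.

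Alternatives were DESeq2 1.42.0, relative log expression factors, no filter, no fold change threshold, nuclear genes alone, the replicate number as a block, all 18 libraries in 1 fit, and leaving out each library in turn; for the principal components, all genes, the variance stabilizing transformation of DESeq2 and log2(TPM + 1) were tried. The closing section gives their effect, and names those added after seeing the data. The counts of called genes were set against other splits of the same libraries. Both tools were tested on simulated data with 200 changed genes, at log2 changes of 2 or 3 up or down and a mean of at least 5 CPM, with the spread given by the trend over genes: edgeR recovered 99.5% at the size of the mock comparison with 4 false calls, and 97.5% for the interaction with 15, and DESeq2 recovered the same shares with 6 and 33 false calls. These shares hold for changes of that size and spread; at mock, HEI10 and MIOX4 had log2 fold changes of -2.21 and 2.31 and were not called by edgeR. A true slope of 1 was returned as 1.00 and one of 1.25 as 1.25.

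The genes named in the text are AtBro1 and its paralog AT1G17940; the 20 genes of Fig. 10D; the genes of Fig. 11, with AT5G12730 and AT5G13730; the 14 genes of Fig. 9; in each comparison of the genotypes, the 3 called genes with the highest and the 3 with the lowest log2 fold change whose groups do not overlap; in each comparison of ABA with mock, the 2 highest and 2 lowest called genes of at least 10 CPM on average; in each interaction, the 3 called genes with the smallest p; and the first 3 genes listed in Table S4. Process terms were taken from the TAIR10.1 annotation, where 16196 genes carry one. Genes whose note gives only a number of processes, or an unknown process, were then left out. For ABA 2 h against mock in WT, 8849 tested genes remained as the background. Terms with at least 10 tested genes were compared by Fisher's exact test. Sequences were compared with Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

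Raw reads were not used here, so the T-DNA junction, splicing and the strand of reads were not examined. The quantitative PCR, growth, water loss and protein data of the paper were not analysed here. Of Tables S2 to S4 a part was read, and Table S5 was not used here beyond its number of genes; no test of shared genes was made with them. Enrichment was not tested with ShinyGO, and Tables S6 to S9 were not used here.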

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

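The comparisons of the genotypes, the interaction test and the alternatives reported in this part were fixed before the data were examined. The gene was singled out, and the checks of explanations for its difference were chosen, only after the result was seen.

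LOX2 (AT3G45140) was higher in bro1-1 than in WT after ABA for 4 h, a signal in a gene the paper does not discuss. The log2 fold change was 1.98 (standard error 0.198, adjusted p = 0.0352 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 5.71e-33 to 0.379 over the alternatives), and each of the 3 bro1-1 libraries lay above each of the 3 WT libraries; chance gives groups that do not overlap, in either direction, for 10% of genes. CPM were 1307 ± 127 in bro1-1 and 333 ± 26.5 in WT (SD, n = 3). After ABA for 2 h they were 897 ± 90.8 in bro1-1 and 375 ± 221 in WT, without overlap between libraries, but edgeR did not call LOX2 there. Without WT ABA 4 h replicate 1, the adjusted p from the same edgeR test was 0.379.

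Deeper sequencing of the bro1-1 ABA 4 h libraries was excluded as a cause, since their median total was 0.997 times that of WT. Dependence of the direction on 1 library was excluded too: the log2 fold change stayed at 1.91 or above in every fit without 1 library. Whether LOX2 also differs without ABA cannot be told apart, because its log2 fold change at mock was -0.28 with a standard error of 0.89, wide enough to hold either sign. The design offers the bro1-1 genotype as a biological explanation, and a response of LOX2 to ABA that is larger in bro1-1 may be one, as a hypothesis found and tested on the same libraries. With edgeR, the interaction test of genotype and ABA at 4 h called 0 genes at an adjusted p under 0.05, with 1218 at an unadjusted p under 0.05. DESeq2 did call genes for this interaction, and edgeR called 2 without bro1-1 ABA 4 h replicate 1.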

How the results depend on the processing

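The alternatives with DESeq2 at an adjusted p under 0.06, with both genotypes pooled, with genotype alone over 18 libraries, with thinned libraries and for process terms were chosen after seeing the data. Across 164 results with 1957 values under an alternative, the results below changed; the cause was not tested unless it is named.

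Without a fold change threshold, 7898 genes passed for ABA 2 h against mock in bro1-1 and 8100 for ABA 4 h, because the threshold was dropped. With DESeq2, the number of genes called between bro1-1 and WT was 6 at mock, 73 after ABA for 2 h and 268 after 4 h, 22 across the 3 time points, and 15 and 5 for the interactions at 2 h and 4 h; the cause was not tested. With the replicate number as a block, 0 genes were called at mock (234 genes had an unadjusted p under 0.05 without the block) and 1 after ABA for 2 h. The numbers do not pair the libraries: 10 of 45 same-numbered pairs had a correlation over 0.1, and the median was -0.0271 against 0.0117 for 90 differently numbered pairs. Without a filter, 18 genes were called after ABA for 4 h, and 9 with all 18 libraries in 1 fit. Genotype alone over all 18 libraries with DESeq2 gave 14 genes in place of the 3 at mock. The first principal component held 85.0% of the variance with 500 genes, 59.5% with all genes, 87.8% after the variance stabilizing transformation and 79.5% with log2(TPM + 1); the cause was not tested. Of the 14 genes of Fig. 9, 2 passed between genotypes after ABA for 4 h when adjusted over these genes alone, and 1 with the replicate block.

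Fits that each left out one library gave the following ranges. The genes called at mock numbered from 0 (without bro1-1 mock replicate 1) to 2, after ABA for 2 h from 1 (without WT ABA 2 h replicate 2) to 8 (without WT ABA 2 h replicate 1), after 4 h from 2 (without WT ABA 4 h replicate 1) to 34 (without WT ABA 4 h replicate 2), and for the interaction at 4 h from 0 to 2 (without bro1-1 ABA 4 h replicate 1). The difference between genotypes in upregulated genes ran from 76 (without WT mock replicate 1) to 988 (without WT ABA 2 h replicate 2) at 2 h, and from 31 (without bro1-1 ABA 4 h replicate 2) to 932 (without WT mock replicate 3) at 4 h. The count of Fig. 9 genes after ABA for 4 h ran from 0 (without WT ABA 4 h replicate 1; 3 genes had an unadjusted p under 0.05 with all libraries) to 3 (without WT ABA 4 h replicate 2), and the process terms of ABA for 2 h in WT from 15 (without WT ABA 2 h replicate 1) to 32 against 28. Fewer libraries were used in each; beyond that, the cause was not tested.

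The counts of ABA against mock stayed within 1.5 times under every other alternative: from 2424 to 4216 in WT at 2 h, 3105 to 4626 in WT at 4 h, 3728 to 4373 in bro1-1 at 2 h and 4263 to 4932 in bro1-1 at 4 h when one library was left out. The genes across the 3 time points numbered 8 to 12, and the slopes ran from 0.936 to 1.09 at 2 h and from 0.908 to 1.05 at 4 h.

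Among 134 single-gene results, leaving out one library reversed 19 values, weakened 95 and strengthened 6, and left 924 the same; other alternatives reversed 0, weakened 15, strengthened 19 and left 502 the same. Between bro1-1 and WT after ABA for 2 h, AT1G17940 ran from -0.12 to 0.19 (without bro1-1 ABA 2 h replicate 1, -0.12) and AT1G15125 from -0.80 to 0.11 (without WT ABA 2 h replicate 3, 0.11). After ABA for 4 h, ABI1 ran from -0.17 to 0.0843 (without bro1-1 ABA 4 h replicate 3), ABI2 from -0.23 to 0.11 (without WT ABA 4 h replicate 3, 0.11), RD29A from -0.14 (without WT ABA 4 h replicate 2) to 0.28, and DREB2B from -0.0566 (without WT ABA 4 h replicate 2) to 0.15. MBP1 at mock ran from -0.53 (without bro1-1 mock replicate 1) to 1.00, SnRK2.2 in WT at 4 h from -0.20 to 0.11 (without WT mock replicate 2, 0.11), and ABA2 in bro1-1 at 4 h from -0.13 to 0.0616 (without bro1-1 mock replicate 2). The cause was not tested.

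Depth limits genes near the floor: NDHA, MAF5, AT5G38910 and AT2G01422 did not pass the filter at mock, so their differences there are given without a test.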

Differences from the paper's values

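The alternatives with DESeq2 at an adjusted p under 0.06, genotype alone over 18 libraries and pooled genotypes were chosen after seeing the values.

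For bro1-1 mock against WT mock, Fig. 10C shows about 3 upregulated and about 11 downregulated genes, read by eye; 1 and 2 were called here. Of the alternatives set before the data were examined, DESeq2 gave 2 upregulated genes, not more than 1.5-fold from the paper's value but without reaching it, and 4 downregulated, which is further away; the others closed neither gap. Genotype alone over all 18 libraries with DESeq2, chosen after seeing the values, gave 3 and 11.

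The paper's Table S4 lists 4798 genes for bro1-1 ABA 2 h against WT ABA 2 h, and 6 were called here; the paper's Table S5 lists 5216 genes at 4 h, and 4 were called here. DESeq2 gave 73 and 268, and none of the alternatives set before the data were examined closed the gap. ABA against mock with both genotypes pooled, by DESeq2, chosen after seeing the values, gave 4938 and 5397 genes.

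In Fig. 10D, read by eye, the log2 fold change of PI4KGamma3 is about -5.1, against -5.94 here at mock, that of RBCL about -1.2 against -0.50, that of AT5G43500 about 0.49 against 0.73, and that of AT1G75945 about 4.8 against 5.45. For PI4KGamma3 and AT5G43500, none of the alternatives set before the data were examined closed the gap. For RBCL, 2 of them came within the spread between replicates of the paper's value without reaching it, -0.70 without WT mock replicate 1 and -0.75 without bro1-1 mock replicate 3, and for AT1G75945 likewise 5.30 without WT mock replicate 1 and 5.14 without WT mock replicate 2; the other alternatives set before the data were examined did not. Genotype alone over all 18 libraries with DESeq2, chosen after seeing the values, gave -1.2 for RBCL, 0.49 for AT5G43500, 4.78 for AT1G75945 and -5.15 for PI4KGamma3. Of 13 log2 fold changes compared with this panel, these 4 differ by more than the spread between replicates, and 0 have the other sign.

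The paper states that more genes differ between bro1-1 and WT after ABA than at mock. The numbers called here were 3 at mock, 6 at 2 h and 4 at 4 h, and 0 for each interaction, with 1041 and 1218 genes at an unadjusted p under 0.05; DESeq2 called 6, 73 and 268 genes between genotypes, and 15 and 5 for the interactions. The paper states that HEI10, NDHA, QQS, SIGD and RBCL are lower in bro1-1 at mock. All had a negative difference here, and 0 of the 5 were called at mock by edgeR. There 234 genes had an unadjusted p under 0.05, a smaller share than chance gives, so the missing calls do not show these genes unchanged. In the fit across the 3 time points, edgeR called HEI10, QQS, SIGD and RBCL, and genotype alone over 18 libraries with DESeq2, chosen after seeing the values, gave an adjusted p under 0.05 for all 5, and for MAF5 and AT5G38910, which the paper states to be higher in bro1-1 at mock and which had too few counts for a test there. The paper states that the quantitative PCR of its selected genes matches the sequencing. GDA1, lower in bro1-1 in Fig. 11, had a log2 fold change of -0.74 at mock and 0.93 at 2 h here, neither of them called by edgeR or DESeq2, and of 2.86 at 4 h, called by both. RAV1, also lower there, had 0.16 at mock and was not called at any time by edgeR, and MBP1, AGL68 and MIOX4 were not called at any time by edgeR; DESeq2 called MIOX4 at mock, RAV1 at 2 h, MBP1 at 4 h and AGL68 (MAF5) across the 3 time points, and in the interactions RAV1 at 2 h, GDA1 at 4 h and MIOX4 at both. The identifier AT5G12730 is not listed in the files, whereas AT5G13730 (SIGD) is.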

Other observations

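The tests on Table S4, Fig. 10D, the places of genes on chromosome 1, the need for ABA, a mislabelled library, sequence likeness, WT mock replicate 1 alone and jasmonic acid genes were chosen only after the result was seen.

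Other splits of the libraries were set against each count of called genes. For each of the 4 comparisons of ABA with mock and the 3 of bro1-1 with WT, 1 of the 10 splits of the 6 libraries gave as many genes, the real split itself; the other 9 gave 0 called genes in each comparison (their unadjusted counts were not kept). With DESeq2 it was 6 of 10 at mock, where another split gave 317 genes, and 1 of 10 at 2 h and at 4 h, where the highest of the others were 54 and 251. With 10 splits no share under 0.1 can arise, so the share alone decides nothing here. For the genotype effect across the 3 time points, 1 of 100 splits drawn from 4000 gave as many as 10 genes, and the others gave at most 1. For the interactions, 100 of 100 splits gave at least the 0 genes found at 2 h and at 4 h (1041 and 1218 genes had an unadjusted p under 0.05). Since no split can give fewer than 0 genes, this share was fixed beforehand and decides nothing. Slopes as far from 1 were given by 66 of 100 splits at 2 h and 97 of 100 at 4 h.

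More genes were upregulated in bro1-1 than in WT, by 505 at 2 h and 411 at 4 h, and differences as large came from 30 of 100 splits at 2 h and 26 of 100 at 4 h, so an arbitrary exchange of genotype labels may give them. Larger spread between WT libraries was excluded as the whole cause, as one fit of all 18 libraries left 398 and 309 genes. Deeper sequencing was excluded by thinning every library to the smallest total, which left 514 and 393. WT mock replicate 2, the library apart from the others, was excluded as the cause, since 521 and 411 were left without it. Without WT mock replicate 1 the differences were 76 and 170, so that this library alone could account for most of them.

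The paper reports by PCR that bro1-1 lacks AtBro1 transcripts, with and without ABA. By sequencing, AtBro1 was counted in bro1-1 and rose with ABA. Its mean was 11.6 CPM in bro1-1 and 15.8 in WT at mock, and 185 and 482 after 2 h. The PCR pairs listed for AtBro1 lie on the 3′ side of intron 6, so they do not cover RNA from the 5′ side. Where along the gene the counted reads lie was not examined. The test written before the result was seen, whether AT1G17940 has counts of that size in bro1-1 and rises alike, came out as reads shared with this paralog predict: 392 against 185 CPM at 2 h, and log2 fold changes of 4.33 and 3.99. Shared reads were then tested by sequence: the closest windows of 100 bases differed at 6 bases. This argues against shared reads as the cause, and against transcripts too alike for reads of that length. It does not exclude shared reads, since the mismatches allowed in the authors' mapping are not stated and raw reads were not used. A mislabelled library was excluded, since the lowest MRD1 value in WT was 16.7 times the highest in bro1-1. No biological explanation was tested.

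GDA1 was called higher in bro1-1 by sequencing after ABA for 4 h and is lower in Fig. 11; at mock it was lower by sequencing too, and neither mock nor 2 h was called. The pair listed for GDA1 gives a product of 142 bases on HEI10, so that amplification of HEI10, which is lower in bro1-1, may explain the panel at 4 h.

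The values of Table S4 are consistent with the ABA 2 h effect over both genotypes pooled, where 302 of the 302 genes read (of 4798 listed) had a mean count within 1%. Against bro1-1 ABA 2 h compared with WT ABA 2 h, the correlation of log2 fold changes across genes, which are not independent replicates, was -0.0142. The values of Fig. 10D are consistent with a genotype effect over all 18 libraries without a time term, with 19 of 20 genes within rounding, while 1 of 20 was within rounding of bro1-1 mock against WT mock. These fits were found by a search over 6 pairwise fits and 32 coefficients.

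The 10 genes called across time points included 3 pairs within 5 genes of each other, among 9 with a position. Whether this goes beyond genes drawn at random cannot be told apart: the permutation p was 0.0001, the smallest the draws can give, but the pairs are those among MRD1, AT1G07887 and HEI10, which overlap and are not independent. Whether reads of MRD1 were counted on HEI10 in WT cannot be told apart: the HEI10 signal lost in bro1-1 was 0.166 of the MRD1 signal lost at mock, with an SD of 0.151 over WT libraries, 0.194 (SD 0.0255) after ABA for 2 h and 0.251 (SD 0.0641) after 4 h, and these shares differ by less than the largest SD. Within WT mock, the highest HEI10 value was 3.44 times the lowest and that of MRD1 1.08 times, which argues against shared reads as the source of the HEI10 spread there. A change of the DNA at this place was not tested.

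Of the 8 genes called between genotypes after ABA, 6 had the same sign at mock, GDA1 and LOX2 being the exceptions, so a difference that needs ABA cannot be told apart for the set, since most were not called at mock. For MRD1, PI4KGamma3 and AT1G75945, the 3 called at mock too, it was excluded.

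Genes of the jasmonic acid response (32 genes, without LOX2) were found through the genes DESeq2 called higher in bro1-1 after ABA for 4 h. They had a median log2 fold change of 0.79 there, with 26 of 31 above 0. Their mean level was higher in each bro1-1 library than in each WT library (exact permutation p = 0.1, the smallest 3 against 3 can give). Whether a smaller difference is present without ABA cannot be told apart: the genotypes differed by 0.027 in mean level at mock, but with SDs of 0.190 and 0.163 between libraries and 19 of 31 genes above 0. The same difference at 2 h cannot be told apart, with a median of 0.39, 25 of 30 genes above 0 and a difference of 0.381 in mean level, but overlapping libraries (exact permutation p = 0.2). A jasmonic acid response that is larger in bro1-1 after ABA may be a hypothesis for this pattern.

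Of the 14 genes of Fig. 9, adjusted over these genes alone with edgeR and Benjamini-Hochberg, 12 passed in WT and 12 in bro1-1 at 2 h, and 11 and 13 at 4 h. Between genotypes, 0 of the 12 tested at mock passed (EM1 and EM6 were not tested there) and 0 of 14 at 2 h, with 0 at an unadjusted p under 0.05 in both, and 2 of 14 at 4 h: NCED3 (0.90, standard error 0.195, adjusted p = 0.0233) and SnRK2.3 (-0.50, standard error 0.130, adjusted p = 0.0331). Adjusted over all genes tested, these were 0.266 and 0.321. Without WT ABA 4 h replicate 1, 0 passed at 4 h, where 3 had an unadjusted p under 0.05 with all libraries.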
